# Hematopoietic-specific heterozygous loss of *Dnmt3a* exacerbates colitis-associated colon cancer

**DOI:** 10.1084/jem.20230011

**Published:** 2023-08-24

**Authors:** Yang Feng, Qingchen Yuan, Rachel C. Newsome, Troy Robinson, Robert L. Bowman, Ashley N. Zuniga, Kendra N. Hall, Cassandra M. Bernsten, Daniil E. Shabashvili, Kathryn I. Krajcik, Chamara Gunaratne, Zachary J. Zaroogian, Kartika Venugopal, Heidi L. Casellas Roman, Ross L. Levine, Walid K. Chatila, Rona Yaeger, Alberto Riva, Christian Jobin, Daniel Kopinke, Dorina Avram, Olga A. Guryanova

## Abstract

Clonal hematopoiesis (CH) is defined as clonal expansion of mutant hematopoietic stem cells absent diagnosis of a hematologic malignancy. Presence of CH in solid tumor patients, including colon cancer, correlates with shorter survival. We hypothesized that bone marrow–derived cells with heterozygous loss-of-function mutations of *DNMT3A*, the most common genetic alteration in CH, contribute to the pathogenesis of colon cancer. In a mouse model that combines colitis-associated colon cancer (CAC) with experimental CH driven by *Dnmt3a*^*+/Δ*^, we found higher tumor penetrance and increased tumor burden compared with controls. Histopathological analysis revealed accentuated colonic epithelium injury, dysplasia, and adenocarcinoma formation. Transcriptome profiling of colon tumors identified enrichment of gene signatures associated with carcinogenesis, including angiogenesis. Treatment with the angiogenesis inhibitor axitinib eliminated the colon tumor-promoting effect of experimental CH driven by *Dnmt3a* haploinsufficiency and rebalanced hematopoiesis. This study provides conceptually novel insights into non-tumor-cell-autonomous effects of hematopoietic alterations on colon carcinogenesis and identifies potential therapeutic strategies.

## Introduction

Clonal hematopoiesis (CH) is defined as expanded hematopoietic clone in the absence of an overt hematologic malignancy (Bowman et al., 2018; Jaiswal and Ebert, 2019; Köhnke and Majeti, 2021; Steensma et al., 2015). With ∼10^5^ hematopoietic stem cells (HSCs) in adult bone marrow (BM), an estimated one million protein-coding mutations are acquired by the stem cell pool by the age of 60 (Lee-Six et al., 2018; Watson et al., 2020; Xu et al., 2018). While most mutations are functionally neutral or occasionally detrimental, some genetic alterations may confer fitness advantage, allowing select HSCs to outcompete their peers and dominantly contribute to the pool of mature blood cells in the periphery (Ahmad et al., 2023; Fabre et al., 2022; McKerrell et al., 2015; Mitchell et al., 2022; Robertson et al., 2022; Watson et al., 2020). CH is most frequent in the elderly (10–40%) and is commonly driven by somatic mutations in leukemia-associated genes such as *DNMT3A* (Bick et al., 2020; Busque et al., 1996, 2012; Coffee et al., 2017; Genovese et al., 2014; Guermouche et al., 2020; Jaiswal et al., 2014; McKerrell et al., 2015; van Zeventer et al., 2021; Xie et al., 2014; Young et al., 2016; Zink et al., 2017).

While it seems intuitive that CH is associated with an increased risk of leukemia (Abelson et al., 2018; Corces-Zimmerman et al., 2014; Desai et al., 2018; Genovese et al., 2014; Gillis et al., 2017; Jan et al., 2012; Shlush et al., 2014; Takahashi et al., 2017; Wong et al., 2018; Xie et al., 2014), growing evidence shows that it is also linked to multiple disease conditions outside the hematopoietic system and increased overall mortality (Agrawal et al., 2022; Dawoud et al., 2022; Jaiswal et al., 2014, 2017; Kim et al., 2021; Miller et al., 2022). This includes cardiovascular disease (Dorsheimer et al., 2019; Jaiswal et al., 2017; Mas-Peiro et al., 2020; Yokokawa et al., 2021), infections (Bolton et al., 2021), ulcerative colitis (UC; Zhang et al., 2019), and a wide spectrum of solid tumors (Comen et al., 2020; Coombs et al., 2017, 2018; Kleppe et al., 2015; Ptashkin et al., 2018; Severson et al., 2018; Swisher et al., 2016; Yokokawa et al., 2021; Zajkowicz et al., 2015). In patients with solid tumors, the prevalence of CH similarly increases with age yet is notably more frequent (∼30% of cases) and correlates with shorter survival due primarily to solid tumor progression (Bolton et al., 2019; Bowman et al., 2018; Coombs et al., 2017), raising the clinically and biologically important question if these two conditions are causally linked. The effect is the strongest for CH with presumed leukemic driver mutations, such as in the epigenetic modifier gene *DNMT3A*, and increases with CH clone size conventionally quantified by calculating variant allele frequency (Bowman et al., 2018; Jaiswal and Ebert, 2019; Köhnke and Majeti, 2021; Steensma et al., 2015).

*DNMT3A*, a de novo DNA methyltransferase that epigenetically enforces hematopoietic stem cell differentiation programs (Challen et al., 2011; Guryanova et al., 2016a; Hormaechea-Agulla et al., 2021; Jeong et al., 2018; Ketkar et al., 2020; Leoni et al., 2017; Lim et al., 2021), is recurrently mutated in hematologic malignancies (Brunetti et al., 2017; Cancer Genome Atlas Research, 2013; Ley et al., 2010; Ribeiro et al., 2012; Spencer et al., 2017; Venugopal et al., 2021; Walter et al., 2011; Yan et al., 2011). *DNMT3A* is by far the most frequently altered gene in CH (Buscarlet et al., 2017; Coombs et al., 2017; Genovese et al., 2014; Jaiswal et al., 2014; van Zeventer et al., 2021; Xie et al., 2014; Young et al., 2016) with the majority of mutations consistent with a heterozygous loss of function (∼50%, truncating indels, splice, and nonsense; Brunetti et al., 2017; Venugopal et al., 2021). Yet, despite important clinical implications, the causal relationship between presence of CH and aggressive phenotype of unrelated solid tumors has not been rigorously addressed.

Colon cancer is one of the leading causes of cancer-related deaths in developed countries (Ahmed, 2020; Keum and Giovannucci, 2019; Siegel et al., 2019). Inflammatory bowel disease (IBD), including UC and Crohn’s disease, is a well-known risk factor for colon cancer (Beaugerie and Itzkowitz, 2015). Colitis-associated colon cancer (CAC) accounts for 15% of overall mortality among all IBD patients. Compared with sporadic colorectal cancer, patients with CAC often present with multifocal tumors arising from precancerous lesions that are challenging to detect and remove endoscopically, and tend to rapidly develop chemoresistance (Yaeger et al., 2020). Over 20% of patients with colon cancer in the publicly available Memorial Sloan Kettering Cancer Center (MSKCC) clinical sequencing database have detectable CH (Cerami et al., 2012; Gao et al., 2013), which is notably more prevalent than in age-matched cancer-free population. Despite screening and lifestyle interventions, most patients present with advanced disease associated with poor outcome. To inform the choice of optimal therapeutic approaches and improve survival rates, better understanding of disease-modifying factors that contribute to the aggressive tumor phenotype is critically needed.

Potential involvement of CH in the pathogenesis of coincident solid tumors has a far-reaching translational impact, yet a better understanding of this relationship is hindered by the lack of animal models. Here, we combined a well-established induction of CAC (De Robertis et al., 2011; McIntyre et al., 2015; Parang et al., 2016) with a BM transplantation (BMT) approach to experimental CH driven by heterozygous *Dnmt3a* loss (Guryanova et al., 2016a, 2016b). This unique tool enables rigorous interrogation into the role of CH in the pathogenesis of solid tumors driven by unrelated genetic alterations, uncoupled from environmental, lifestyle, iatrogenic, or other confounding factors (Bolton et al., 2020; Coombs et al., 2017; Dawoud et al., 2020; Gillis et al., 2017; Hong et al., 2022; Hormaechea-Agulla et al., 2021; Hsu et al., 2018; King et al., 2020). At the same time, genetic alterations in BM-derived cells are likely to affect their function and contribute to disease conditions outside of the hematopoietic system. While attempts to unveil the role of CH in non-malignant conditions such as atherosclerosis or gout were made (Agrawal et al., 2022; Fuster et al., 2017; Jaiswal et al., 2017; Rauch et al., 2018; Sano et al., 2018), similar studies in cancer models are limited. In this proof-of-concept study, we report that heterozygous inactivation of *Dnmt3a* restricted to the hematopoietic compartment exacerbates the development of colon cancer phenotype in an inflammation-induced mouse model. We further credential an anti-angiogenesis drug axitinib as a potential therapeutic mitigation strategy.

## Results and discussion

### Heterozygous loss of *Dnmt3a* in the BM leads to accentuated CAC phenotype

To explore the relationship between genetic alterations in the blood system and the severity of coincident CAC, we examined presence of CH mutations in paired blood and tumor samples in a cohort of 66 patients with CAC treated at MSKCC. We observed a strong trend toward a more advanced disease at diagnosis among patients with detectable CH by MSKCC-IMPACT (Cerami et al., 2012; Gao et al., 2013; Fig. 1 A, P = 0.056, one-sided Fisher’s exact test comparing patients with local [stages 0, 1, and 2] and advanced [stages 3 and 4] disease, and Table 1). Patient age at diagnosis could not explain the difference in CH prevalence (Fig. 1 B), consistent with previous reports implicating that the impact of CH on solid tumor outcomes was not due to differences in age. There was no correlation between the size of CH clone measured as the variant allele frequency and CAC stage (P = 0.51, Mann–Whitney test) or prior chemotherapy exposure (P = 0.27, Mann–Whitney test), bearing in mind that the cohort was too small to lend sufficient statistical power for such analyses, and CH mutations were only seen in patients with advanced stage disease (3 and 4). To directly test the causal relationship between presence of CH and CAC pathogenesis, we performed a proof-of-concept animal study.

**Figure 1.**
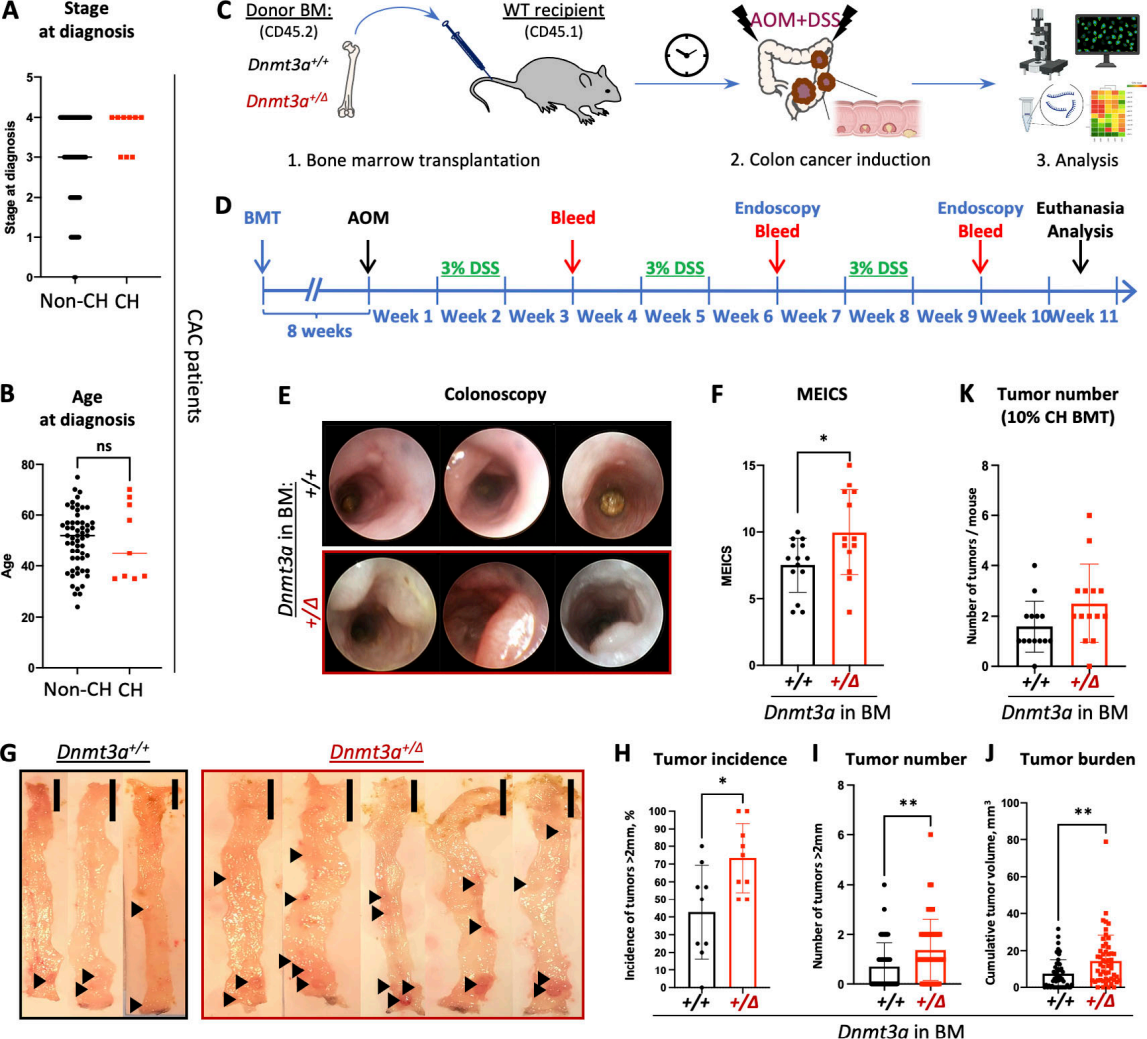
***Dnmt3a* haploinsufficiency specifically in the blood system promotes tumorigenesis in a model of CAC. (A)** CAC patients with detectable CH at diagnosis (*n* = 9) tend to be more likely to present with an advanced stage of the disease (stage 3 or 4) than those without CH (*n* = 57; Mann–Whitney test, P = 0.074). **(B)** Age (yr) of CAC patients with or without CH at diagnosis (*n* = 57 or 9, Mann-Whitney test, P = 0.9). **(C and D)** Experimental workflow using a mouse model of BMT-based CH and AOM/DSS-induced CAC (C) and timeline (D). **(E and F)** Representative colonoscopy findings by the Tele Pack Vet X mini-endoscopic system in a mouse model of CH (E) and corresponding MEICS scores in *Dnmt3a*^*+/+*^ and *Dnmt3a*^*+/∆*^ BM chimeras (F, *n* = 14–13 from two replicate experiments, Student’s *t* test, P = 0.05). The diameter of the endoscopy probe is 1.9 mm. **(G–J)** Representative gross pathology of colons with tumors (black arrowheads, G, bar, 10 mm), proportion of animals presenting with tumors (>2 mm in diameter) in nine replicate experiments (H, Mann–Whitney test, P = 0.019), number of large tumors (>2 mm in diameter) per animal (I, *n* = 55–53, Mann–Whitney test, P = 0.0015), and cumulative tumor burden per animal (J, *n* = 55–53, Mann–Whitney test, P = 0.0017). **(K)** Mice transplanted with a mixture of 10% *Dnmt3a*^*+/Δ*^ and 90% WT competitor BM (10% CH BMT) develop more tumors following CAC induction by AOM/DSS, compared with 10% *Dnmt3a*^*+/+*^ controls (*n* = 14/group in one experiment, Mann–Whitney test, P = 0.058). *, P ≤ 0.05; **, P ≤ 0.01; ns, not significant.

**Table 1.** Clinical characteristics and presence of CH in a cohort of 66 patients with CAC

CAC case #	Gene	Protein change	Variant allele frequency	IBD type	Age at cancer diagnosis (years)	Cancer stage at diagnosis	Primary site	Classification of primary site	Vital status (0 = alive, 1 = dead)	Overall survival from cancer diagnosis (months)	Site of first metastasis	Chemo exposure before sequencing
1				UC	55	3	R colon	Right (R) side	1	30.4	Liver	Y
2				UC	55	3	Rectum	Left (L) side	1	43.7	Bone	Y
3				UC	44	1	Rectum	L side	1	116.4	Lung	N
4				UC	29	3	Rectum	L side	0	155.7	Pelvis	Y
5				UC	48	3	Sigmoid colon	L side	1	35.5	Peritoneum, small intestine	Y
6				Crohn’s	57	2	Rectum	L side	0	61.1	N/A	N
7				Crohn’s	55	3	Ascending colon	R side	1	18.7	Lung, peritoneum	Y
8	MGA	R2529Kfs*9	0.124	Crohn’s	64	4	Descending colon	L side	1	1.9	Peritoneum	N
9	CHEK2	A392V	0.071	Crohn’s	70	4	Sigmoid	L side	0	120.3	Liver	Y
10	DNMT3A	C494F	0.035	UC	36	4	Rectosigmoid	L side	1	131.2	Liver	Y
11				Crohn’s	48	4	L colon	L side	1	18.1	Peritoneum	N
12				Crohn’s	29	3	Sigmoid	L side	1	34.0	Peritoneum, pelvis	Y
13				Crohn’s	37	2	Ileum	R side	0	0.7	N/A	N
14				UC	31	4	Transverse colon	R side	1	32.2	Liver	Y
15				Crohn’s	54	1	Rectal	L side	0	67.0	N/A	N
16				Crohn’s	43	3	Rectal	L side	1	55.0	Lymph nodes	Y
17	MDC1	R1882*	0.02	Crohn’s	35	4	Rectal	L side	1	19.9	Liver, lung, bone	N
18				UC	55	4	Sigmoid	L side	1	5.0	Pelvis, ovary	Y
19	ABL1	S1120L	0.043	Crohn’s	58	3	Rectal	L side	1	31.0	Pelvis	Y
20				Crohn’s	57	3	Rectal	L side	1	28.3	Peritoneum	N
21				Crohn’s	57	3	Small intestine	Small intestine	1	56.8	Peritoneum	Y
22				Crohn’s	52	2	Ileum	Small intestine	0	52.8	N/A	N
23				Crohn’s	38	2	Ileum	Small intestine	0	50.8	N/A	N
24				UC	45	1	Rectal	L side	0	60.3	N/A	N
25				Crohn’s	57	4	Ileum	Small intestine	1	17.5	Liver	N
26	DNMT3A	R742Gfs*37	0.03	Crohn’s	35	4	Rectum	L side	1	13.5	Liver	Y
27				Crohn’s	38	3	Rectal	L side	0	83.9	Pelvis	Y
28	DNMT3B	R497Q	0.028	UC	67	3	Rectosigmoid	L side	0	43.4	N/A	N
29				Crohn’s	51	3	Rectum	L side	0	40.7	Lymph nodes	N
30				UC	51	3	Sigmoid	L side	1	34.5	Liver	Y
31				UC	65	4	Distal transverse	L side	1	44.9	Liver	Y
32				UC	52	3	Rectum	L side	1	20.9	Lung, liver, bone	N
33				Crohn’s	64	2	Small intestine	Small intestine	1	18.6	Bone, liver, lymph nodes, lungs	N
34				Crohn’s	43	4	Rectum	L side	0	23.2	Skin	Y
35				Crohn’s	46	4	Transverse colon	R side	0	32.4	Peritoneum	N
36				UC	62	4	Rectum	L side	1	42.9	Liver, lymph nodes	Y
37				Crohn’s	70	2	Ileum	Small intestine	0	88.6	Lung, lymph nodes	Y
38				UC	75	4	Sigmoid	L side	1	8.5	Pelvis	Y
39				Crohn’s	57	3	Anal fistula	Anal fistula	0	33.3	Lymph nodes	Y
40				UC	63	0	Descending colon	L side	0	25.0	N/A	N
41				Crohn’s	60	4	Ileum	Small intestine	1	13.4	Liver	Y
42				UC	67	1	Rectosigmoid	L side	0	60.8	N/A	N
43				UC	49	1	Rectum	L side	0	57.4	N/A	N
44				UC	56	3	Transverse colon, descending	L side	0	20.5	N/A	N
45				Crohn’s	37	2	Cecum	R side	0	21.5	N/A	N
46				Crohn’s	39	4	Cecum	R side	0	9.7	Liver	Y
47				UC	36	4	Ascending colon	R side	1	7.2	Liver	Y
48				UC	63	2	Descending colon	L side	0	22.7	N/A	Y
49				UC	54	4	Rectum	L side	0	19.5	Liver	N
50				Crohn’s	53	4	Splenic flexure	L side	0	26.4	Peritoneum	Y
51				Crohn’s	38	3	Sigmoid	L side	0	1.6	N/A	N
52				UC	52	4	Rectum	L side	0	19.3	Lymph nodes	N
53				UC	32	4	Transverse colon	R side	0	22.2	Liver	N
54	CREBBP	R2344W	0.013	Crohn’s	36	3	Ascending colon	R side	0	2.8	N/A	N
	SH2B3	H158P	0.023									
55				UC	50	3	Rectum	L side	0	18.2	N/A	N
56				Crohn’s	43	4	Cecum	R side	0	35.3	Liver	Y
57				UC	56	4	Sigmoid	L side	0	19.1	Peritoneum, ovaries	N
58	DNMT3A	R882H	0.015	UC	45	4	Rectum	L side	0	28.9	Lymph nodes	Y
	PBRM1	R836Q	0.076									
59				UC	36	4	Sigmoid	L side	1	12.2	Peritoneum	N
60				Crohn’s	64	1	Rectum	L side	0	20.3	N/A	N
61				Crohn’s	49	1	Ileum	Small intestine	0	5.3	N/A	N
62				Crohn’s	63	4	Cecum / terminal ileum	R side	0	5.9	Liver, regional nodal, peritoneum	N
63				UC	69	CIS (0)	Rectum	L side	0	2.7	N/A	N
64				UC	46	4	Rectosigmoid	L side	0	3.7	Peritoneum	N
65				UC	32	4	Ascending colon	R side	1	14.8	Peritoneum	N
66				Crohn’s	24	4	Hepatic flexure	R side	0	0.5	Lymph nodes	N

To experimentally model CH in mice, we adopted a BMT-based approach using *Dnmt3a*^*+/f*^*:Mx1-Cre*^*+*^ and *Dnmt3a*^*+/+*^*:Mx1-Cre*^*+*^ (WT control) mice as donors after successful Cre-recombination induced by intraperitoneal (IP) administration of poly(I:C), yielding *Dnmt3a*^*+/Δ*^ and *Dnmt3a*^*+/+*^ mice. Fully engrafted *Dnmt3a*^*+/Δ*^ and control *Dnmt3a*^*+/+*^ BM chimeras (Fig. S1 A) underwent a CAC induction protocol initiated by a single injection of azoxymethane (AOM, 10 mg/kg, IP) followed by three cycles of dextran sulfate sodium (DSS) salt exposure (3% in sterile drinking water; Santiago et al., 2019; Tanaka et al., 2003; Fig. 1, C and D). AOM/DSS CAC is a gold-standard autochthonous model with high penetrance and predictable latency (De Robertis et al., 2011; McIntyre et al., 2015; Parang et al., 2016). The use of immunocompetent animals preserves all modes of tumor-microenvironment interactions. AOM/DSS chemically induced CAC produces a spectrum of mutations that captures genetic landscapes observed in human colon cancer (De Robertis et al., 2011) and recapitulates human pathology. This unique tool enables rigorous interrogation into CH involvement in the pathogenesis of solid tumors driven by unrelated genetic alterations, which can be readily extended to other cancer types. Colonoscopy at 9 wk after initiation of the AOM/DSS treatment demonstrated increased colon wall opacity, visible bleeding, and numerous fibrin patches, indicating heightened colon pathology, and detected more, larger tumors in accessible colon regions in *Dnmt3a*^*+/Δ*^ BM chimeras compared with *Dnmt3a*^*+/+*^-engrafted controls (Fig. 1 E). Modified murine endoscopic index of CAC severity (MEICS; Fung and Putoczki, 2018) independently scored by two blinded investigators was significantly elevated in the *Dnmt3a*^*+/Δ*^ group (Fig. 1 F).

**Figure S1.**
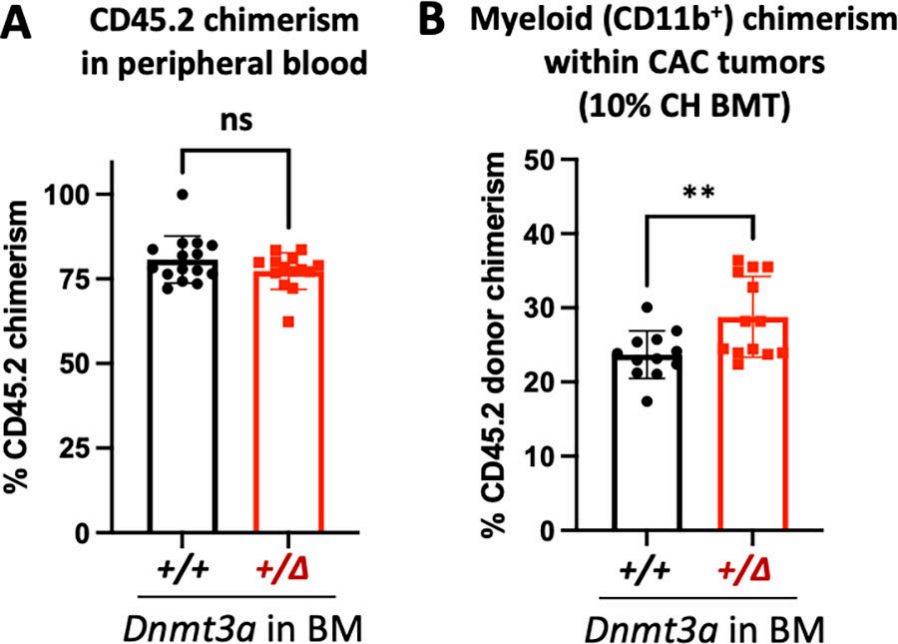
***Dnmt3a*-CH–derived myeloid cells preferentially traffic to colon tumors. (A)** Donor chimerism in the peripheral blood of tumor-bearing mice transplanted with *Dnmt3a*^*+/Δ*^ and control *Dnmt3a*^*+/+*^ BM (CD45.2) into WT recipients (CD45.1) (*n* = 15–14, one experiment, Mann–Whitney test, P = 0.35). **(B)** *Dnmt3a*-CH-derived myeloid cells (CD11b^+^) exhibit enhanced tumor tropism in the 10% CH BMT CAC model, as seen by increased CD45.2 chimerism (*n* = 12–13, one experiment, two-tailed *t* test with Welch’s correction, P = 0.009). **, P ≤ 0.01; ns, not significant.

To further investigate the effect of *Dnmt3a* heterozygous loss in the hematopoietic system characteristic of CH on CAC induction, mice were euthanized for comprehensive colon evaluation 10 wk after initiation of the AOM and DSS treatment. Colon gross pathology (Fig. 1 G) demonstrated significantly elevated penetrance of the tumor phenotype (incidence of large tumors >2 mm in diameter, Fig. 1 H), higher large tumor number (Fig. 1 I), and increased total tumor burden per colon (Fig. 1 J) in *Dnmt3a*^*+/Δ*^ chimeras. Together, these findings suggest that hematopoietic-specific *Dnmt3a* haploinsufficiency promotes both cancer initiation and progression in the context of CAC. To more closely model human CH where mutant clones contribute a fraction of mature cells in the peripheral blood, we next transplanted WT recipient animals with 10% *Dnmt3a*^*+/Δ*^ (or *Dnmt3a*^*+/+*^ control) mixed with 90% WT competitor BM cells distinguishable by CD45.2 and CD45.1 pan leukocytic markers. Following the AOM/DSS CAC induction protocol, we observed a higher number of colon tumors in the *Dnmt3a*^*+/Δ*^-CH 10% BM chimeras (Fig. 1 K) and a higher tumor tropism of CH-derived myeloid cells (Fig. S1 B), demonstrating that a small *Dnmt3a*-CH clone was sufficient to promote cancer initiation.

### *Dnmt3a* haploinsufficiency in the BM leads to accentuated pathological features of CAC

Given that full *Dnmt3a*^*+/Δ*^ BM chimeras have higher tumor burden and larger tumor size compared to WT controls, we performed histopathology analysis on colons from both groups based on a modified quantitative scoring system for DSS-induced murine CAC (Arthur et al., 2012; Cooper et al., 1993; Dieleman et al., 1998; Karrasch et al., 2007). H&E-stained paraffin sections of Swiss-rolled colons showed marked immune infiltration, extensive ulceration and dysplasia of colonic epithelium, and more frequent adenocarcinoma formation with occasional submucosal invasion in *Dnmt3a*^*+/Δ*^-reconstituted animals (Fig. 2 A). In comparison, WT control chimeras showed moderate dysplasia, fewer adenoma polyps, mild ulceration, and more tissue regeneration. Histology scores based on four parameters (immune infiltration [0–3], ulceration [0–3], morphology of colonic epithelium [0–4], and neoplasms [0–4]), independently assigned by two blinded investigators, were significantly higher in the *Dnmt3a*^*+/Δ*^ group than in WT (Fig. 2, B and C). We found that in *Dnmt3a*^*+/Δ*^ BM chimeras, increased proliferation of colonic epithelium occurred early in the carcinogenesis process, evidenced by a higher proportion of Ki67-marked cells per crypt in the mucosal layer after the first cycle of DSS (Fig. 2, D and E). Overall, *Dnmt3a* haploinsufficiency in the BM yields more advanced CAC histopathology, consistent with a more severe tumor burden.

**Figure 2.**
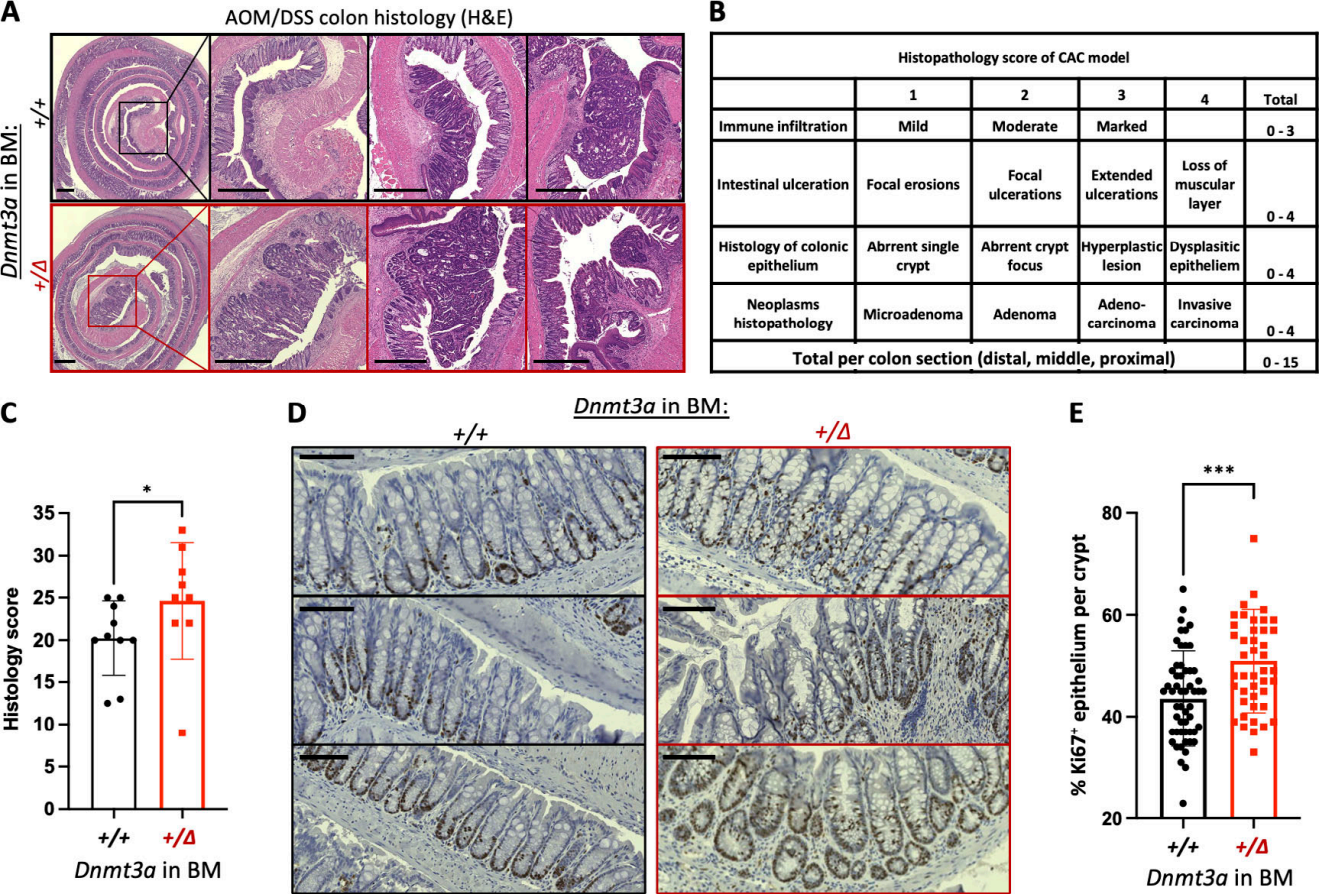
**Histopathological features of a more aggressive CAC in animals with hematopoietic-specific heterozygous *Dnmt3a* loss. (A)** Representative images of H&E-stained Swiss-rolled colons. Colons from animals engrafted with *Dnmt3a*^*+/Δ*^ BM exhibit marked immune cell infiltration, dysplastic epithelium, extensive ulceration, global hyperplasia, and occasional invasive adenocarcinoma. Bar, 500 μm. **(B)** Histopathology scoring criteria. **(C)** Overall histology scores indicate more advanced colon and tumor pathology in *Dnmt3a*^*+/Δ*^ BM-chimeras compared with WT-grafted controls (*n* = 10–9 from three replicate experiments, Mann–Whitney test, P = 0.031). **(D and E)** Representative examples of Ki67 immunohistochemistry staining in intestinal crypts after one cycle of DSS treatment (D; bar, 100 μm) and increased proliferation of colonic epithelium in animals with *Dnmt3a*^*+/Δ*^ BM (right panels), quantified as percentage of Ki67^+^ epithelial cells per crypt (E, *n* = 55–44, one experiment, Mann–Whitney test, P = 0.0005). *, P ≤ 0.05; ***, P ≤ 0.001.

### Gene expression profiling identifies signatures of accentuated CAC tumorigenesis in animals with experimental CH driven by *Dnmt3a*^*+/Δ*^

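Whole colon tumors were taken from mice transplanted with *Dnmt3a*+/Δ bone marrow (BM; 4 tumors) or with *Dnmt3a*+/+ BM (3 tumors). Colitis-associated cancer (CAC) had been induced with 1 injection of the carcinogen azoxymethane at 10 mg/kg and 3 cycles of 3% dextran sulfate sodium, which inflames the colon. The methods give the age of the recipients as 6 wk, and the sample labels give 8 wk. The tumors came from 2 transplantation experiments, named BMT18 and BMT8 in the labels. BMT18 holds *Dnmt3a*+/+ replicates 1 and 2 and *Dnmt3a*+/Δ replicates 1 and 2, and BMT8 holds *Dnmt3a*+/+ replicate 3 and *Dnmt3a*+/Δ replicates 3 and 4. Polyadenylated RNA was sequenced. The authors trimmed the reads, aligned them with STAR 2.7.3a to mouse build 38 and quantified each gene with RSEM v1.2.31, and they deposited the estimated counts per gene as whole numbers, without normalization. The table lists 43346 genes by Ensembl identifier, of which 18994 have 0 counts in all 7 tumors. Total counts were 40300780, 64314999 and 38690736 in *Dnmt3a*+/+ replicates 1 to 3, with a median of 40300780. In *Dnmt3a*+/Δ replicates 1 to 4, they were 39868648, 40732271, 44726739 and 38472738. The average depth that the paper states is higher and is in reads per sample; all values here use the counts. Symbols were matched to 42462 identifiers, and positions are those of GENCODE M21 on GRCm38. Counts were scaled by TMM library sizes, and CPM values use that scale. edgeR's quasi-likelihood test compared the groups over the 15810 genes with enough counts, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. With 4 tumors against 3, the smallest p of an exact permutation test is 0.0286. The labels place the *Dnmt3a* deletion in the BM graft. The CPM of *Dnmt3a* in the whole tumors was 30.3 ± 8.94 (SD, n = 4) with *Dnmt3a*+/Δ BM and 22.5 ± 2.06 (SD, n = 3) with *Dnmt3a*+/+ BM, a log2 fold change of 0.43 (standard error 0.24, adjusted p = 0.542 from edgeR's test; 0.24 without *Dnmt3a*+/Δ replicate 2).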

To identify specific molecular mechanisms likely driving accentuated CAC tumorigenesis in animals with *Dnmt3a*^*+/Δ*^ hematopoiesis, we profiled tumor transcriptomes from *WT* and *Dnmt3a*^*+/Δ*^ chimeras by bulk RNA sequencing (RNA-seq; Table S1). We identified 297 differentially expressed genes (log_2_ fold change > 1, P-adjusted < 0.05, Fig. 3 A) with most being upregulated rather than downregulated in the *Dnmt3a*^*+/Δ*^ group (241 up and 56 down, Table S2). 

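edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 15810 genes, with a lowest adjusted p of 0.361. At an unadjusted p under 0.05, 922 genes were higher and 822 lower with *Dnmt3a*+/Δ BM, 1744 in all (883 without *Dnmt3a*+/+ replicate 2 and 1114 without *Dnmt3a*+/Δ replicate 2). The count depended on the test: DESeq2 called 302 genes, 245 higher and 57 lower. Leaving out 1 tumor at a time, DESeq2 called from 58 genes, without *Dnmt3a*+/+ replicate 2, to 697 genes, without *Dnmt3a*+/Δ replicate 1. Only 50 genes were called with all 7 tumors and in each of those 7 fits. The highest tumor was *Dnmt3a*+/Δ replicate 2 for 181 of the 245 higher genes, and in 61 of the 245 a single tumor held more than 50% of the group's normalized counts. With the experiment as a covariate, edgeR again called 0 genes (2328 at an unadjusted p under 0.05), while DESeq2 called 473, among them 295 of the 302. In BMT18 alone, with 2 tumors in each group, DESeq2 called 322 genes, 95 of them shared with the 302. Most of the 322 were lower with *Dnmt3a*+/Δ BM, 199 against 123 higher, the reverse of the balance with all 7 tumors. For BMT18 alone edgeR called 0 (1499 at an unadjusted p under 0.05). BMT8 alone has 1 *Dnmt3a*+/+ tumor and was not tested. Each of the 13 genes labelled in Fig. 3A had an unadjusted p under 0.05, and DESeq2 called all 13. The study labelled these genes on the same tumors, so these calls are not independent evidence. *Irx4* lies on chromosome 13 of GRCm38 from 73260479 to 73269608. Its CPM was 5.52 ± 5.20 (SD, n = 4) with *Dnmt3a*+/Δ BM and 0.11 ± 0.04 (SD, n = 3) with *Dnmt3a*+/+ BM, a log2 fold change of 5.63 (standard error 0.92, adjusted p = 0.361 from edgeR's test). *Sox17*, on chromosome 1 of GRCm38 from 4490931 to 4497354, had a log2 fold change of 5.30, and 3.28 without *Dnmt3a*+/Δ replicate 2, whose CPM was 104. *Upk1a*, on chromosome 7 of GRCm38 from 30603092 to 30612847, had a log2 fold change of -1.76 (standard error 0.34) and did not overlap between groups (exact permutation test, two-sided p = 0.0286). Of the 15810 genes tested, 1918 did not overlap between groups, so for 1 labelled gene that p is weak evidence. The copy of Table S2 used here lists 296 genes, 240 higher and 56 lower, where the text gives 297. In the text, the larger share of genes past both thresholds is higher with *Dnmt3a*+/Δ BM, and the paper next turns to gene sets with GSEA.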

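Gene lists were tested with camera from limma on the edgeR fit, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 19 lists. The lists were written before the data were examined and are not the HALLMARK files. Those for angiogenesis and Wnt/β-catenin were checked against the paper's leading edges, which come from these tumors. Of the 19 lists, 13 were past an adjusted p of 0.05, 8 higher and 5 lower with *Dnmt3a*+/Δ BM. None of the 13 held under fry or under camera with the correlation estimated for each list, and that choice moved the result most. Collagen genes, which occur among the leading edge of the paper's epithelial–mesenchymal transition set, had a median log2 fold change of 1.10 (adjusted p = 2.2e-06 from camera, 28 of 32 genes higher). Without *Dnmt3a*+/Δ replicate 2 this median was 0.32. The angiogenesis list had a median of 0.39 (adjusted p = 0.01 from camera, 22 of 32 genes higher). The paper names 15 of the 32 for these tumors, and 14 are in its leading edges, so this adjusted p is not independent evidence. The adjusted p was 0.137 without *Dnmt3a*+/+ replicate 2 and 0.068 without *Dnmt3a*+/Δ replicate 2, and the median went from 0.23 without *Dnmt3a*+/Δ replicate 2 to 0.65 without *Dnmt3a*+/+ replicate 1. All 78 genes of the respiratory chain and ATP synthase were lower, with a median of -0.38 (adjusted p = 6.4e-14 from camera; -0.24 without *Dnmt3a*+/+ replicate 3 and -0.24 without *Dnmt3a*+/Δ replicate 2). The estimated correlation between these genes was 0.72 against the preset 0.01, so that camera p rests on genes that moved together. The mean log2 CPM of the 78 genes was lower than in every *Dnmt3a*+/+ tumor in 3 of 4 *Dnmt3a*+/Δ tumors (exact permutation test, two-sided p = 0.171). All 18 genes of mitochondrial fatty acid oxidation, 14 of which are in leading edges of Table S3, were lower, with a median of -0.35 (adjusted p = 1.8e-06 from camera). With scaling by library size only, which moved the median of all genes to 0.21, the medians were -0.17 for the respiratory chain and -0.15 for fatty acid oxidation. The mean of the fatty acid oxidation genes was lower in all 4 *Dnmt3a*+/Δ tumors than in any *Dnmt3a*+/+ tumor (exact permutation test, two-sided p = 0.0286). The same camera test on 7 Reactome sets gave a median of -0.36 for respiratory electron transport (adjusted p = 6.9e-11) and 0.59 for extracellular matrix organization (adjusted p = 4.2e-07). The Reactome set of mitochondrial fatty acid beta-oxidation had a median of -0.34 (adjusted p = 4.0e-04 from camera). None of these 3 held under fry or an estimated correlation.

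**Figure D1:**
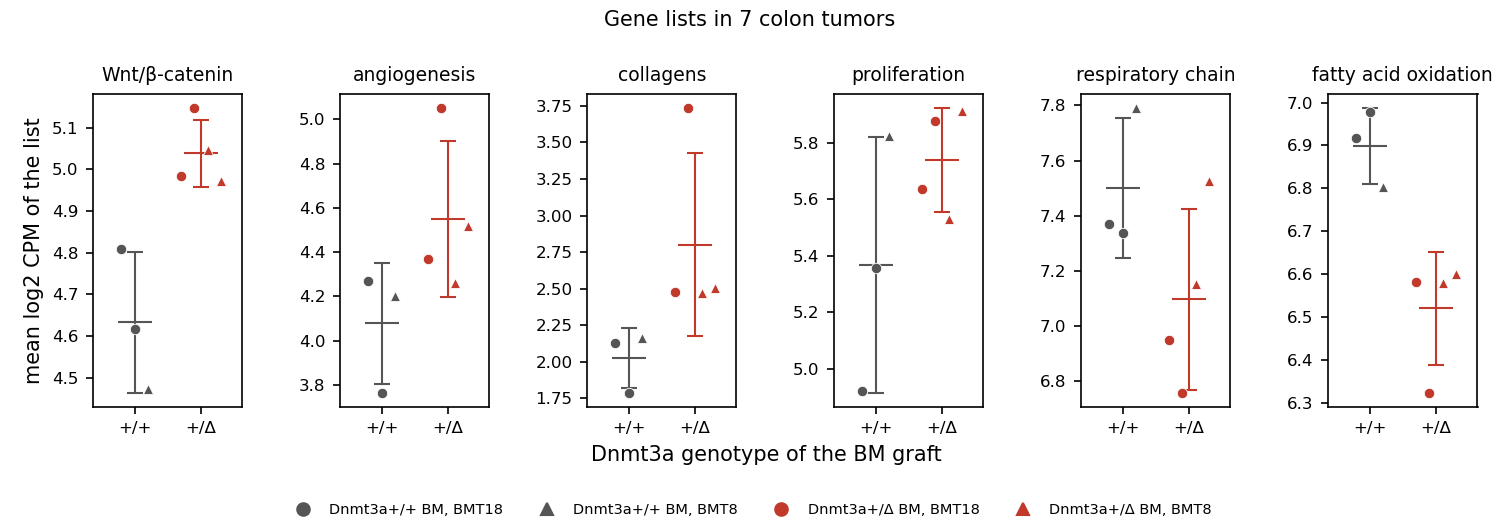
Mean log2 CPM of the genes of 6 lists in each of 7 colon tumors, by the genotype of the BM graft; each panel has its own vertical axis. Circles are tumors of BMT18 and triangles tumors of BMT8, and bars give the mean ± SD of 3 *Dnmt3a*+/+ and 4 *Dnmt3a*+/Δ tumors. The groups do not overlap for Wnt/β-catenin, collagens and fatty acid oxidation, and they overlap for the other 3 lists.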

Gene set enrichment analysis (GSEA; Subramanian et al., 2005) using the HALLMARK collection of gene signatures (Liberzon et al., 2015; Fig. 3 B) detected significant positive enrichment of cancer- and proliferation-related pathways such as epithelial–mesenchymal transition, Wnt/β-catenin, and angiogenesis (Fig. 3, C–E), along with E2F, mitotic spindle, G2/M checkpoint, and MYC signaling, and shifts in metabolism such as negative enrichment of oxidative phosphorylation (Fig. 3 F) and adipogenesis/fatty acid metabolism (Table S3). 

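The paper's heat map of Wnt/β-catenin genes (Fig. 3 C) shows 17 genes, of which *Hey2* had too few counts to be tested. The other 16 were all higher with *Dnmt3a*+/Δ BM, with log2 fold changes from 0.34 for *Dvl2* to 2.70 for *Hey1* and a median of 0.81 (0.84 without *Dnmt3a*+/Δ replicate 2). The value of *Hey1* rests on that tumor, and was 1.79 without it. Of the 16, 11 had an unadjusted p under 0.05, 11 passed when adjusted over the list alone, and 0 passed over all genes tested; the study chose these genes on the same tumors, so the adjustment over the list alone is not independent evidence. DESeq2 called 5 of them. *Lef1*, on chromosome 3 of GRCm38 from 131110471 to 131224356, had a CPM of 17.7 ± 7.56 (SD, n = 4) with *Dnmt3a*+/Δ BM and 3.53 ± 0.46 (SD, n = 3) with *Dnmt3a*+/+ BM. Its log2 fold change was 2.33 (standard error 0.41), with an adjusted p of 0.361 from edgeR and 2.2e-05 from DESeq2. With each tumor left out in turn, it stayed between 2.15 and 2.59. *Nkd1*, on chromosome 8 of GRCm38 from 88521354 to 88594884, had a log2 fold change of 1.92 (standard error 0.43). *Axin2*, on chromosome 11 of GRCm38 from 108920349 to 108950783, had a log2 fold change of 1.14 (standard error 0.29). *Myc*, on chromosome 15 of GRCm38 from 61985391 to 61990374, had one of 0.47 (standard error 0.15) and did not overlap between groups. The wider Wnt/β-catenin list, which holds 38 tested genes, 16 of them named by the paper for these tumors, had a median of 0.29 (adjusted p = 4.0e-05 from camera, 0.079 from fry). Of the 38 genes, 26 were higher and 12 lower with *Dnmt3a*+/Δ BM. The mean log2 CPM of this wider list was 5.04 ± 0.08 (SD, n = 4) against 4.63 ± 0.17 (SD, n = 3), higher in all 4 *Dnmt3a*+/Δ tumors than in any *Dnmt3a*+/+ tumor (exact permutation test, two-sided p = 0.0286). The Reactome set of TCF-dependent Wnt signaling, whose membership does not come from these tumors, had a median of -0.001 (adjusted p = 0.406 from camera). It holds 154 tested genes against 38 in the list, so its flat median does not exclude a rise of the list.

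**Figure D2:**
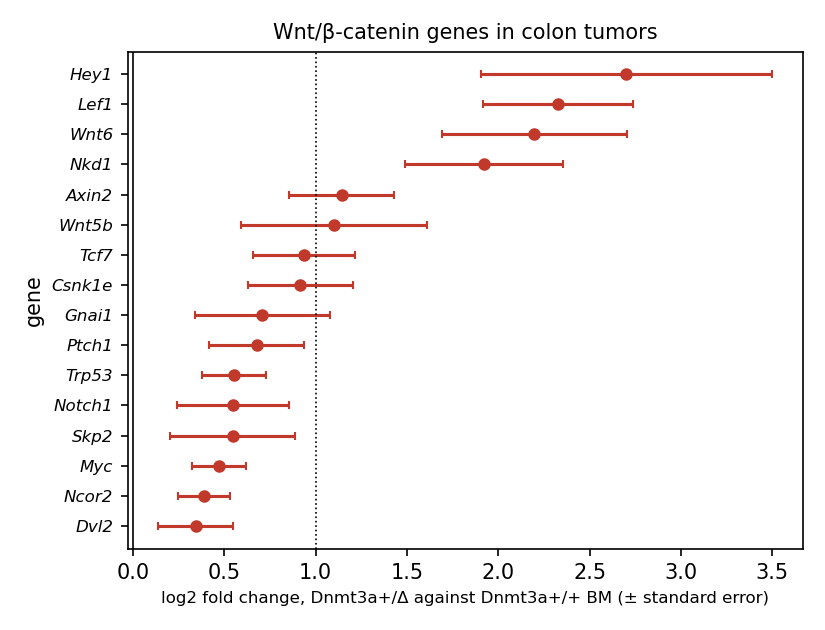
Log2 fold change of the 16 tested Wnt/β-catenin genes between colon tumors with *Dnmt3a*+/Δ BM (n = 4) and with *Dnmt3a*+/+ BM (n = 3). Bars are the standard error implied by edgeR's test, and the dotted line marks a log2 fold change of 1. All 16 points lie above 0, and *Hey1* is the highest at 2.70, but at 1.79 without *Dnmt3a*+/Δ replicate 2 it is below *Lef1*.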

Elevated expression of the Wnt/β-catenin pathway genes is notable (Fig. 3 C) given its known role in driving colon cancer and association with poor prognosis (Jackstadt et al., 2020), which most likely reflects a more advanced stage of the disease evidenced by increased tumor size and overall cancer burden in *Dnmt3a*^*+/Δ*^-transplanted animals (Fig. 1, G and J). The leading edge of the angiogenesis signature was dominated by vascular endothelial-specific genes along with fibroblast growth factor receptor 1 (*Fgfr1*), angiogenesis-promoting guanine nucleotide exchange factor for the Rho family of Ras-related GTPases *Vav2*, and a homeobox transcriptional repressor *Msx1* (Table S3), while *Vegfa/b* or *Vegfr1/2/3* were not differentially expressed. 

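Of the 15 genes in the paper's leading edge of the angiogenesis set (Table S3), *Prg2* had too few counts to be tested. The other 14 were higher with *Dnmt3a*+/Δ BM, with a median log2 fold change of 1.19; the study took these genes from the same tumors for being higher, so their direction is not independent evidence. Without *Dnmt3a*+/Δ replicate 2 the median was 0.63, and 10 of the 14 log2 fold changes fell by over 1.5 times; all 14 stayed above 0. Of the 14, 7 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes tested; DESeq2 called 1, *Msx1*. *Msx1* lies on chromosome 5 of GRCm38 from 37820485 to 37824583, and its CPM was 8.46 ± 4.12 (SD, n = 4) with *Dnmt3a*+/Δ BM and 2.03 ± 0.79 (SD, n = 3) with *Dnmt3a*+/+ BM. Its log2 fold change was 2.06 (standard error 0.52), with an adjusted p of 0.361 from edgeR and 0.0038 from DESeq2. *Fgfr1*, on chromosome 8 of GRCm38 from 25513654 to 25575718, had a log2 fold change of 1.23 (standard error 0.51, adjusted p = 0.443 from edgeR). Without *Dnmt3a*+/Δ replicate 2 it was 0.67. For *Vav2*, on chromosome 2 of GRCm38 from 27262104 to 27427033, the log2 fold change was 0.47 (standard error 0.24, adjusted p = 0.51 from edgeR). *Vegfa*, on chromosome 17 of GRCm38 from 46016993 to 46032369, was at 25.2 ± 12.3 CPM (SD, n = 4) with *Dnmt3a*+/Δ BM and 28.7 ± 2.00 CPM (SD, n = 3) with *Dnmt3a*+/+ BM. Its log2 fold change of -0.19 (standard error 0.33) was within the spread between tumors. It went from -0.56 without *Dnmt3a*+/Δ replicate 2 to -0.036 without *Dnmt3a*+/Δ replicate 3, and it was 0.062 with scaling by library size only. *Vegfb*, on chromosome 19 of GRCm38 from 6982473 to 6987651, had a log2 fold change of 0.34 (standard error 0.27), and 0.21 without *Dnmt3a*+/+ replicate 2. It was at 7.13 ± 1.47 CPM (SD, n = 4) with *Dnmt3a*+/Δ BM and 5.62 ± 0.97 CPM (SD, n = 3) with *Dnmt3a*+/+ BM. That difference was slightly over both SDs, but the groups overlapped (exact permutation test, two-sided p = 0.2). The Vegf receptors were low, at 1.42 to 1.84 CPM on average with *Dnmt3a*+/+ BM. *Flt1* (Vegfr1), on chromosome 5 of GRCm38 from 147561604 to 147726011, had a log2 fold change of 2.34 (standard error 0.73), an adjusted p of 0.384 from edgeR and one of 0.023 from DESeq2; *Dnmt3a*+/Δ replicate 2 was at 21.9 CPM, and without it the log2 fold change was 1.40. *Kdr* (Vegfr2), on chromosome 5 of GRCm38 from 75932827 to 75978458, had a log2 fold change of 1.90, with an adjusted p of 0.383 from edgeR and 0.032 from DESeq2. *Flt4* (Vegfr3), on chromosome 11 of GRCm38 from 49609263 to 49652739, had a log2 fold change of 1.35, with an adjusted p of 0.399 from edgeR and 0.081 from DESeq2. In each of the 3 receptors, every *Dnmt3a*+/Δ tumor was above every *Dnmt3a*+/+ tumor (exact permutation test, two-sided p = 0.0571). The endothelial list of 19 genes, 5 of which the paper names for these tumors, had a median log2 fold change of 1.72 (adjusted p = 4.3e-13 from camera, 0.197 from fry), with 19 of 19 genes higher. *Pecam1*, which encodes CD31, had a log2 fold change of 1.56 (standard error 0.46). From the enriched angiogenesis signature, the paper reasons on to the staining of tumor vessels for CD31 in Fig. 4.

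**Figure D3:**
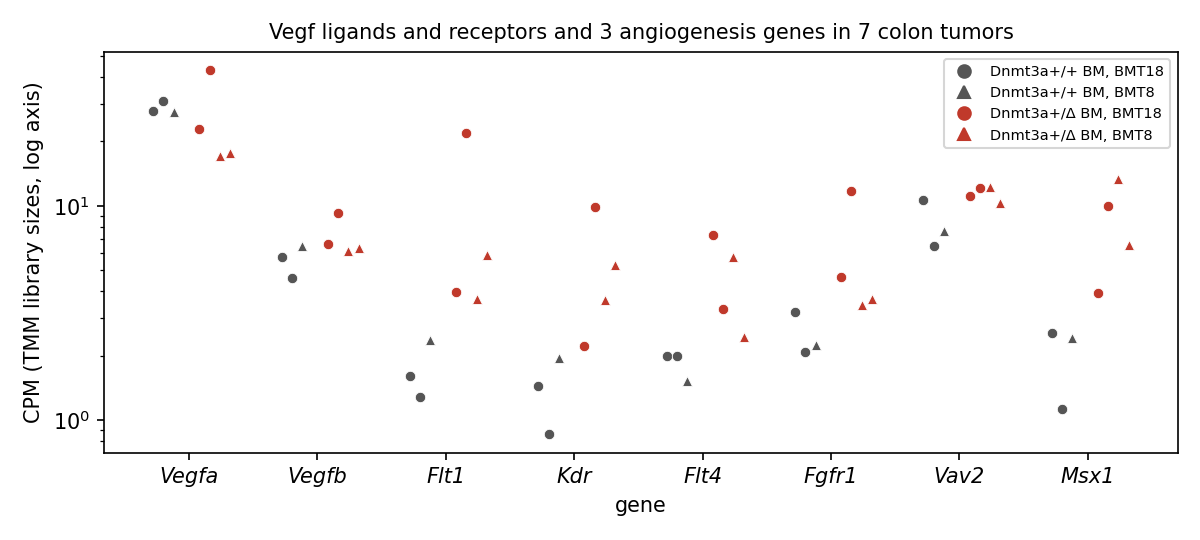
CPM of Vegf ligands, Vegf receptors, *Fgfr1*, *Vav2* and *Msx1* in each of 7 colon tumors, on a log axis, with circles for BMT18 and triangles for BMT8. For *Flt1*, *Kdr* and *Flt4* the 4 *Dnmt3a*+/Δ tumors sit above the 3 *Dnmt3a*+/+ tumors, while for *Vegfa* and *Vegfb* the groups overlap.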

Consistently, intratumoral levels of vascular endothelial growth factor (Vegf) did not differ between *Dnmt3a*^*+/Δ*^ and control *Dnmt3a*^*+/+*^ BM chimera (Fig. S2 A). 

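The proliferation list of 35 cell cycle genes had a median log2 fold change of 0.38 (adjusted p = 3.1e-06 from camera), with 33 of 35 genes higher with *Dnmt3a*+/Δ BM. The call rested on 1 tumor: without *Dnmt3a*+/+ replicate 1 the median was 0.19 and the adjusted p 0.091, and without *Dnmt3a*+/+ replicate 3 the median was 0.60. Under fry the adjusted p was 0.309. The mean log2 CPM of the list was 5.74 ± 0.18 (SD, n = 4) with *Dnmt3a*+/Δ BM and 5.37 ± 0.45 (SD, n = 3) with *Dnmt3a*+/+ BM, a difference within the spread between tumors (exact permutation test, two-sided p = 0.171). *Mki67*, which encodes Ki67, lies on chromosome 7 of GRCm38 from 135689784 to 135716361. Its CPM was 194 ± 37.4 (SD, n = 4) with *Dnmt3a*+/Δ BM and 170 ± 100 (SD, n = 3) with *Dnmt3a*+/+ BM, a log2 fold change of 0.19 (standard error 0.38, adjusted p = 0.894 from edgeR), which turned to -0.12 without *Dnmt3a*+/+ replicate 1. The Reactome set of the mitotic cell cycle, with 395 tested genes, had a median of 0.10 (adjusted p = 0.017 from camera, 0.554 from fry). These values come from whole tumors, which hold stroma and leukocytes beside epithelium.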

Overall, these results are consistent with our findings of increased proliferation within the epithelial layer of regenerating colons in *Dnmt3a*^*+/Δ*^ chimeric mice likely leading to a more advanced CAC pathology.

**Figure 3.**
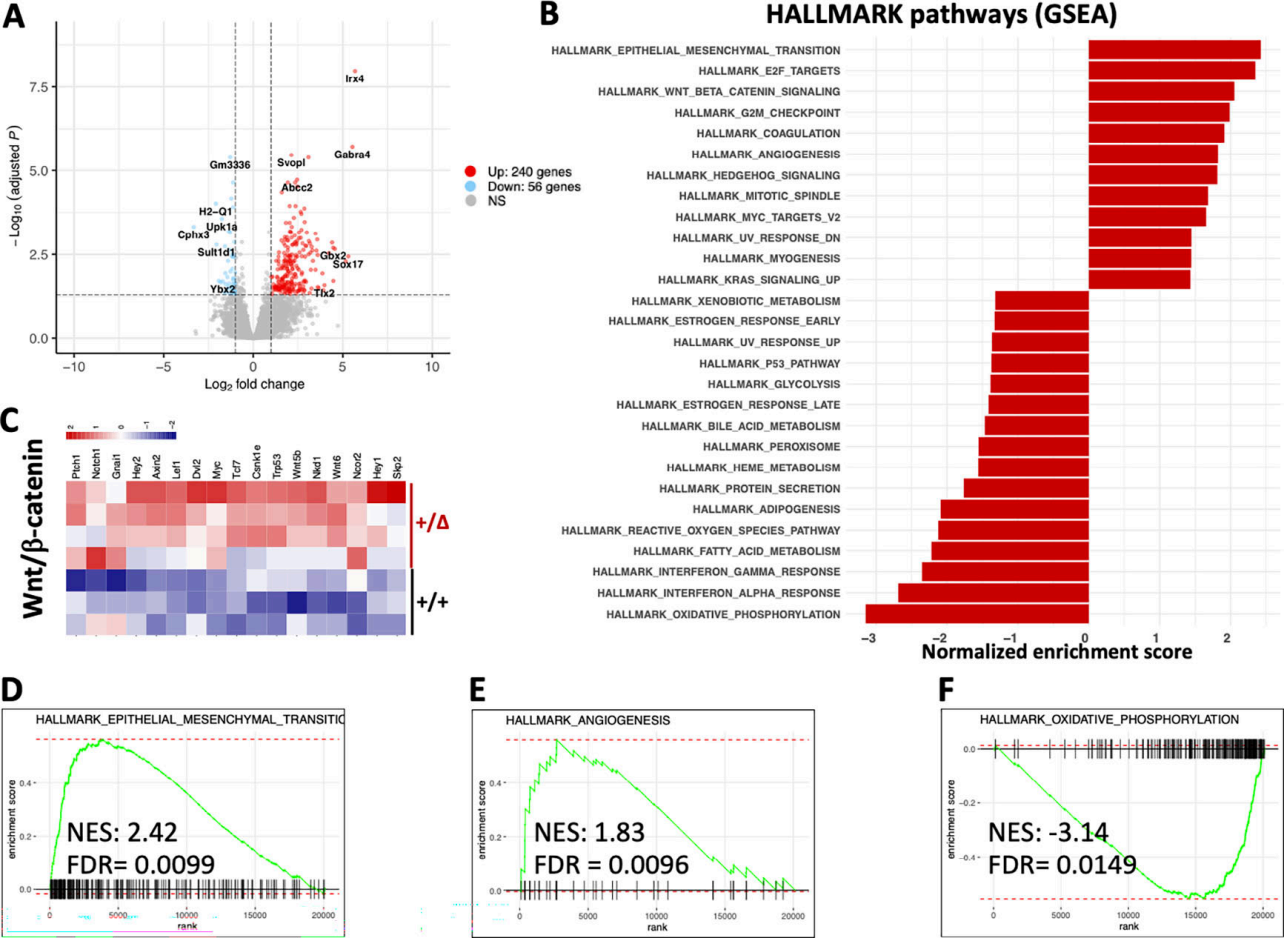
**Transcriptomic analysis identifies enrichment of gene expression signatures associated with accentuated colon tumorigenesis, angiogenesis, and changes in metabolism. (A)** Differential gene expression in colon tumors from animals with and without experimental *Dnmt3a*^*+/Δ*^ CH. Volcano plot showing 297 significantly (|log_2_ fold change| > 1, adjusted P < 0.05) up- (241) or downregulated (56) genes in *Dnmt3a*^*+/Δ*^ chimeras (*n* = 4) compared with WT-transplanted control tumors (*n* = 3). **(B)** Most significantly enriched gene sets from the HALLMARK collection (MSigDB) in tumor transcriptomes from *Dnmt3a*^*+/Δ*^ chimeras compared with control *Dnmt3a*^*WT*^-engrafted mice, |normalized enrichment score| > 1.3. **(C)** Column-normalized heat map of differentially expressed genes showing activation of the Wnt/β-catenin pathway in colon tumors from mice with *Dnmt3a*^*+/Δ*^ BM. **(D–F)** GSEA plots showing positive enrichment of the epithelial–mesenchymal transition (D) and angiogenesis (E) gene signatures and negative enrichment of the oxidative phosphorylation pathway (F). NES, normalized enrichment score; FDR, false discovery rate.

**Figure S2.**
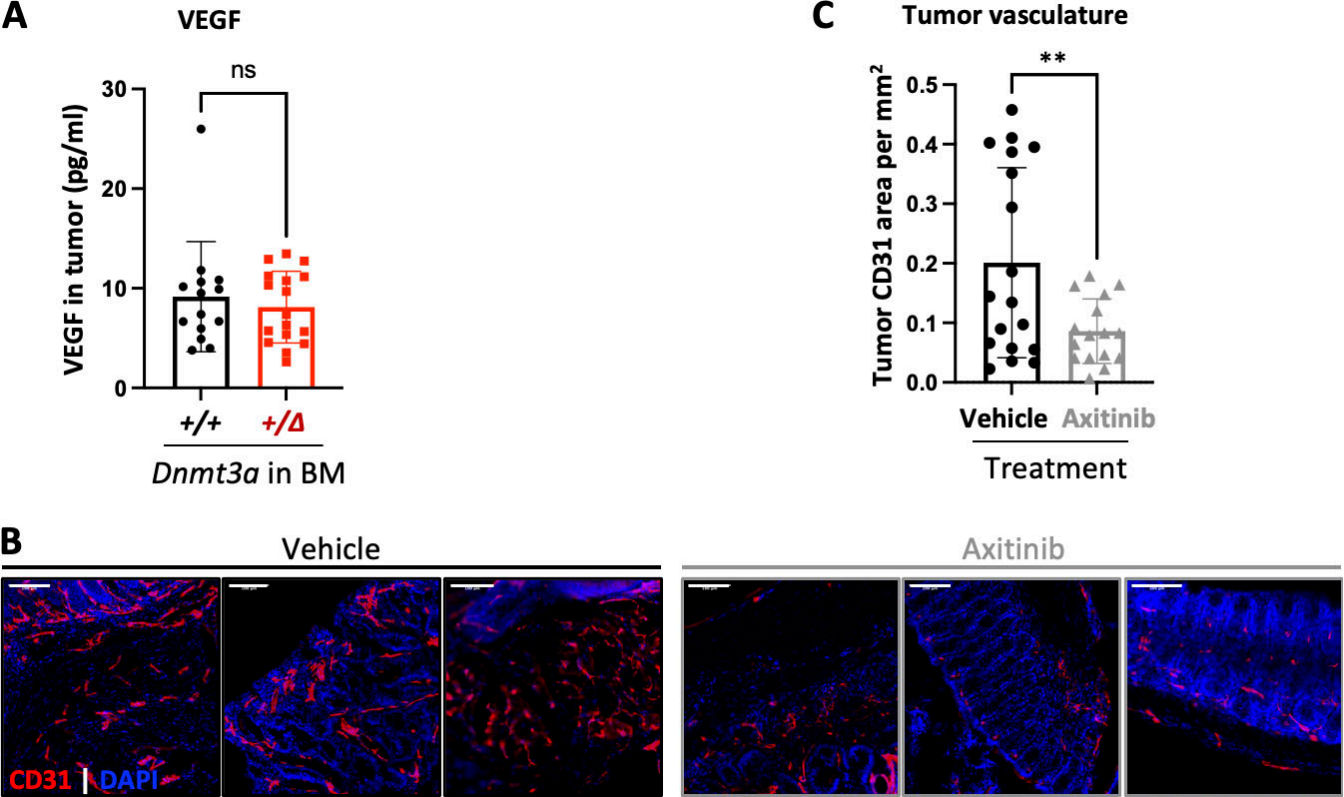
**Axitinib suppresses tumor vascularization. (A)** Intratumoral concentration of Vegf did not differ between mice transplanted with *Dnmt3a*^*+/Δ*^ and control *Dnmt3a*^*+/+*^ BM (*n* = 14–17 from two independent experiments, Student’s *t* test with Welch’s correction, P = 0.55). Vegf concentrations were determined in tumor protein lysates by multiplex ELISA performed by Eve Technology Corp. **(B and C)** Administration of a small molecule VEGFR and multikinase inhibitor axitinib potently decreases tumor angiogenesis. Mice transplanted with *Dnmt3a*^*+/+*^ BM were treated with axitinib (25 mg/kg per os, three weekly doses) throughout CAC induction. Representative images of colon tumors (B, vasculature detected by endothelial marker CD31 in red; DAPI was used to visualize nuclei in blue; bar, 100 μm). Vascular density (as CD31 staining area per mm^2^) was quantified at endpoint in 16–18 colon tumors in vehicle and treatment groups from one experiment (C, Student’s *t* test with Welch’s correction, P = 0.009). The images of colon tumors from *Dnmt3a*^*+/+*^ chimeras treated with axitinib are also presented in Fig. 4 D. **, P ≤ 0.01; ns, not significant.

### Treatment with an angiogenesis inhibitor eliminates the tumor-promoting effect of *Dnmt3a*^*+/Δ*^ BM

To further investigate our finding of an enriched angiogenesis-related gene expression signature detected by RNA-seq, we performed immunofluorescent staining of colon tumors using anti-CD31 antibody that marks endothelia. CAC tumors from animals grafted with *Dnmt3a*^*+/Δ*^ BM had increased CD31 staining area compared with *Dnmt3a*^*+/+*^-reconstituted controls, consistent with more dense vascularization (Fig. 4, A and B) known to promote tumor growth. Hence, we hypothesized that cancer angiogenesis in animals with experimental CH may be targetable therapeutically to mitigate accentuated tumor phenotype. Axitinib is an orally bioavailable small-molecule angiogenesis inhibitor that is FDA-approved for treating advanced renal carcinoma with clinical trials for other cancers ongoing (Gross-Goupil et al., 2018). Axitinib is a tyrosine kinase inhibitor of Vegf receptors −1, −2, and −3 that is also active against platelet-derived growth factor receptor (PDGFRβ) and stem cell factor receptor c-KIT/CD117 as part of its potent anti-angiogenic mechanism of action (Escudier and Gore, 2011). After confirming that axitinib potently inhibited cancer angiogenesis in a CAC model (Fig. S2, B and C), we tested if it also abolished the colon tumor-promoting effect of *Dnmt3a*^*+/Δ*^ BM (Fig. 4 C). A 10-wk course of axitinib treatment eliminated the difference in vascular density between genotypes (Fig. 4, D and E). At the same time, a substantially lower proportion of *Dnmt3a*^*+/Δ*^*-*BM grafted animals had large tumors compared with vehicle controls (Fig. 4 F). Treated animals in the *Dnmt3a*^*+/Δ*^*-*BM group developed dramatically fewer large tumors and presented with significantly lower tumor burden per colon (Fig. 4, G and H), while the tumor phenotype in the *Dnmt3a*^*+/+*^-grafted mice was only slightly affected by axitinib administration.

**Figure 4.**
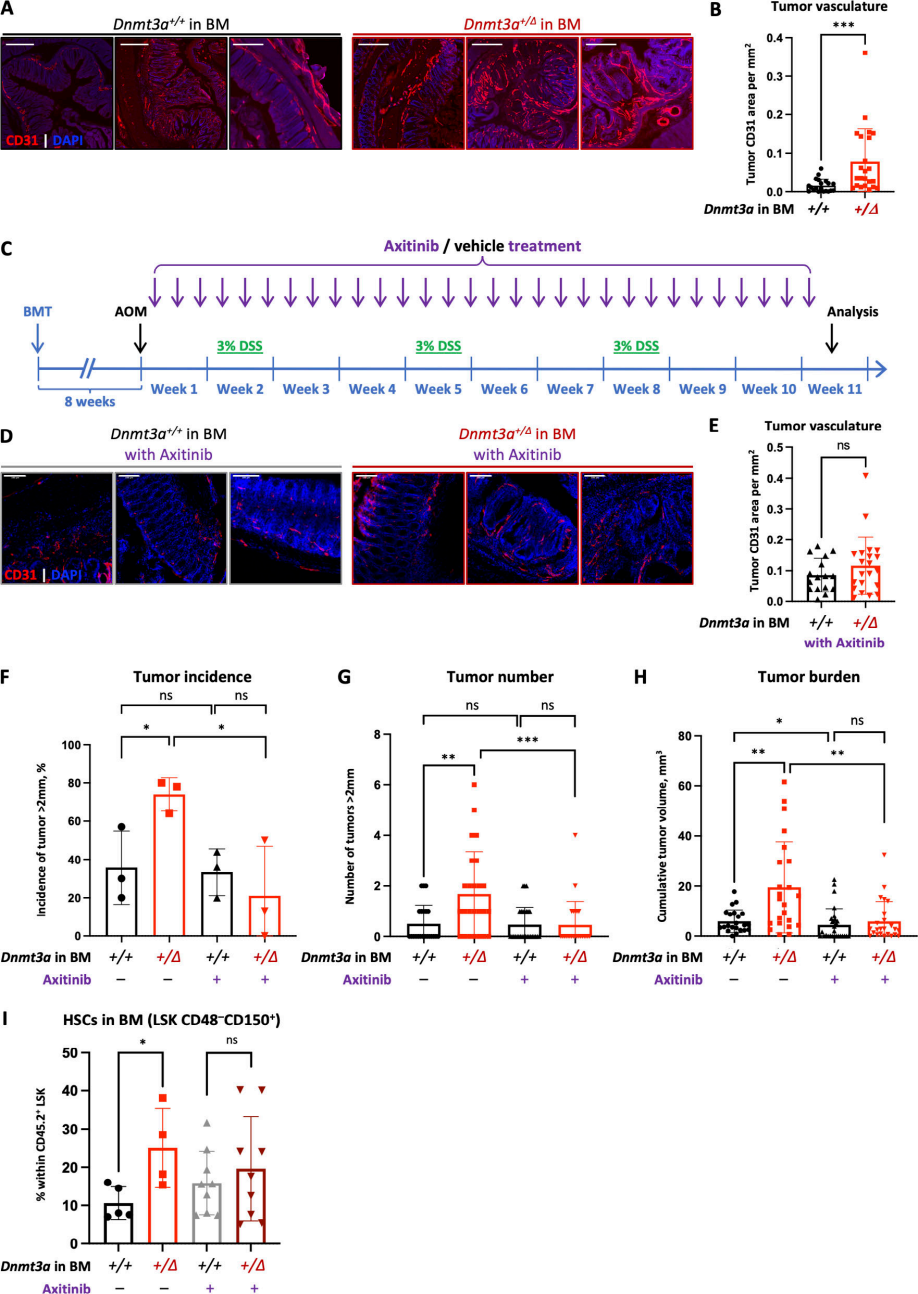
**Targeting increased tumor angiogenesis in *Dnmt3a***^***+/Δ***^**-CH animals mitigates accentuated CAC phenotype. (A and B)** Representative examples of CAC tumors immunofluorescently stained for endothelial marker CD31 (A, red) and quantification of its area within each tumor (B, *n* = 20–23, Mann–Whitney test, P = 0.0003) demonstrate enhanced cancer angiogenesis in colons from *Dnmt3a*^*+/Δ*^ chimeras compared to *Dnmt3a*^*+/+*^-transplanted controls; DAPI was used to visualize nuclei (blue). Bar, 100 μm. **(C–H)** Treatment with small molecule angiogenesis inhibitor axitinib (25 mg/kg per os, three times per week) mitigates elevated CAC tumorigenesis in *Dnmt3a*^*+/Δ*^-CH mice. Experimental timeline of axitinib treatment in CH-CAC animal model (C). Representative images of CD31-stained (red) colon tumors from *Dnmt3a*^*+/Δ*^ chimeras and *Dnmt3a*^*+/+*^-transplanted controls treated with axitinib (D) and quantification of CD31 area within each tumor (E, *n* = 16–21, Welch’s *t* test, P = 0.22) demonstrate that the treatment is effective in suppressing vascular density in both groups. DAPI was used to visualize nuclei (blue). Bar, 100 μm. Proportion of animals with large tumors (>2 mm in diameter) after axitinib or vehicle control treatment in three experiments (F, Welch’s *t* test); number of large tumors (>2 mm in diameter) per animal, with or without axitinib treatment (G, *n* = 22–28, Mann–Whitney test); and cumulative tumor burden per animal (H, *n* = 22–28, Mann-Whitney test). **(I)** Treatment with axitinib normalizes CH-derived hematopoiesis. Recipient mice (CD45.1) competitively transplanted with *Dnmt3a*^*+/Δ*^ and control *Dnmt3a*^*+/+*^ BM (CD45.2) were treated with axitinib (25 mg/kg per os, three weekly doses) while being administered DSS. Composition of the CH-derived (CD45.2) BM stem and progenitor compartment was analyzed after 70 d of treatment (*n* = 4–9 from one experiment, Mann–Whitney test). *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ns, not significant.

Since axitinib is a multikinase inhibitor that also binds to the stem cell factor receptor cKit essential to the function of hematopoietic stem and progenitor cells, we wondered if it affected hematopoiesis. While there were no differences in the major lineage composition in the peripheral blood of vehicle-treated mice transplanted with *Dnmt3a*^*+/Δ*^ and control *Dnmt3a*^*+/+*^ kept on DSS, administration of axitinib resulted in a decrease in circulating myeloid cells and a coincident increase in T cells in *Dnmt3a*^*+/Δ*^ BM chimeras (Fig. S3). At the same time, axitinib treatment reversed expansion of the Lin^−^Sca1^+^cKit^+^ CD48^−^CD150^+^ long-term (LT) HSCs in the BM of *Dnmt3a*^*+/Δ*^-transplanted animals (Fig. 4 I). These findings indicate that in addition to inhibiting tumor angiogenesis, axitinib may also act indirectly through rebalancing dysfunctional *Dnmt3a*-CH hematopoiesis in the context of inflammation. Overall, axitinib treatment reversed the heightened CAC tumor phenotype in *Dnmt3a*^*+/Δ*^-chimera, suggesting its potential translational utility for mitigating unfavorable effects of CH in cancer patients.

**Figure S3.**
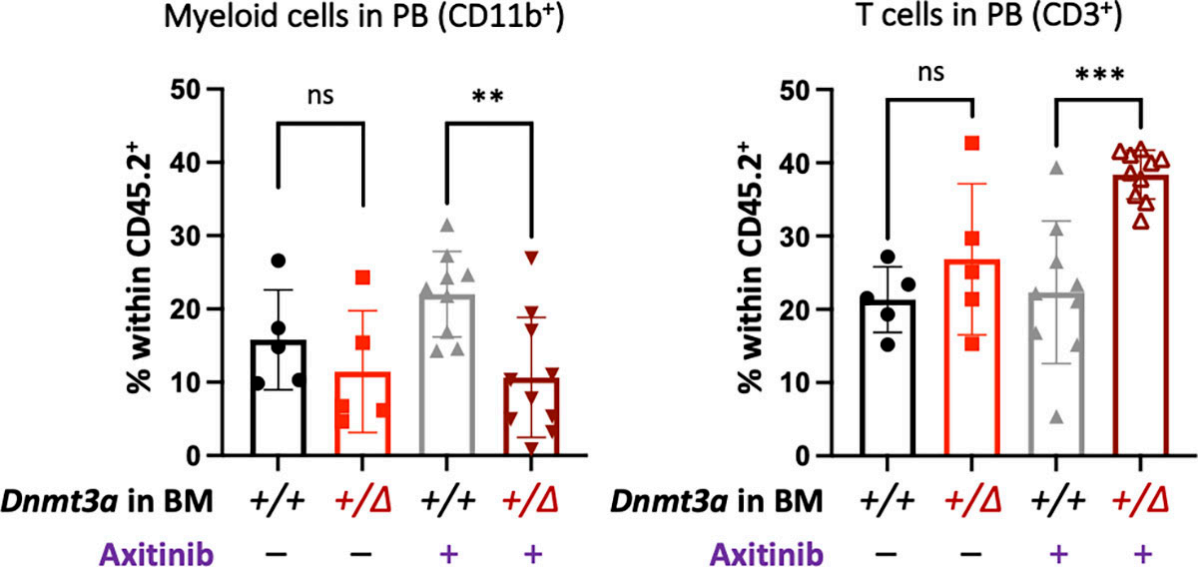
**Treatment with axitinib rebalances CH-derived hematopoiesis.** Recipient mice (CD45.1) competitively transplanted with *Dnmt3a*^*+/Δ*^ and control *Dnmt3a*^*+/+*^ BM (CD45.2) were treated with axitinib (25 mg/kg per os, three weekly doses) while being administered DSS. Composition of the CH-derived (CD45.2) peripheral blood was analyzed after 70 d of treatment (*n* = 5–10 from one experiment, Mann–Whitney test). **, P ≤ 0.01; ***, P ≤ 0.001; ns, not significant.

Although in our study using a CAC model *Dnmt3a*-CH promoted both tumor initiation and progression, consistent with prior pan-cancer retrospective clinical observations (Coombs et al., 2017), this effect is likely context specific. Thus, in patients with metastatic colorectal cancer enrolled in the FIRE-3 clinical trial comparing standard chemotherapy plus cetuximab or bevacizumab, both of which inhibit angiogenesis, presence of CH, and CH-*DNMT3A* specifically, was associated with extended overall survival (Arends et al., 2022). Consistently, in our clinical cohort, patients with CH presented with more advanced disease at cancer diagnosis, although the study was not powered to evaluate survival. These contrasting observations may reflect disparate effects of *DNMT3A* mutations in different branches of the immune system within the tumor microenvironment tipping the balance between anti-tumorigenic and pro-resolving phenotypes (Leoni et al., 2017; Prinzing et al., 2021). Similarly, it is possible that different *DNMT3A* mutation types may exert disparate effects on antitumor immunity. Thus, in our cohort, a patient with *DNMT3A*(R882) CH did not develop distant metastases during the observation period while both patients with non-R882 mutations did. This observation, while anecdotal, lends credence to a possibility of different CH alterations imparting divergent functional consequences. While outside the scope of this study, these specific mechanisms remain to be investigated in the future. Further, the effects of *Dnmt3a*-CH are likely pleiotropic and extend beyond anticancer immunity, illustrated by the identification of changes in tumor metabolism and the striking finding of enhanced tumor angiogenesis in animals with experimental CH. In support of this, targeted inhibition of angiogenesis with an FDA-approved small molecule tyrosine kinase inhibitor axitinib abrogated the CAC tumor-promoting effect of experimental *Dnmt3a*-CH, directly by decreased tumor vascular density and indirectly by normalizing aberrant *Dnmt3a*-CH hematopoiesis. These results identify an actionable therapeutic strategy to mitigate the tumor-promoting effect of coincident *DNMT3A*-CH that can be tested in the clinical setting.

Together, these results highlight a significant difference of molecular pathophysiology effected by genetic alterations within the hematopoietic compartment, despite identical mode of CAC induction. It indicates that alteration of *Dnmt3a* in the BM has a profound impact on molecular pathogenesis of CAC through multiple non-tumor-cell-autonomous mechanisms, some of which may be targetable. These findings, for the first time, solidify the causal relationship between CH and the severity of solid tumors and identify potential therapeutic strategies. Further study is needed to investigate underlying molecular mechanisms including immune involvement.

## Materials and methods

### Patients

Patients with CACs were identified from a database of genomically annotated CAC cases maintained under MSK Institutional Review Board protocols 15-297 and WA0143-14. All participating patients signed informed written consent for matched tumor and normal sequencing (MSK Institutional Review Board protocol 12-245), and next-generation sequencing was performed with the MSK-IMPACT assay (Cheng et al., 2015). MSK-IMPACT is a hybridization capture-based next-generation assay encompassing all exons of >340 genes. It is validated and approved for clinical use by the New York State Department of Health Clinical Laboratory Evaluation Program. The sequencing test utilizes genomic DNA extracted from formalin-fixed paraffin-embedded tumor tissue as well as matched patient blood samples. DNA is sheared and DNA fragments are captured using custom probes. MSK-IMPACT contains most of the commonly reported CH genes with the exception that earlier versions of the panel did not contain PPM1D or SRSF2.

### Mice

Animals were housed at the University of Florida Cancer & Genetics Research Complex specific pathogen–free animal facility; all animal studies were approved by the University of Florida Institutional Animal Care and Use Committee under protocol #201909474. A conditional *Dnmt3a* knock-out line was previously described (Guryanova et al., 2016a; Nguyen et al., 2007). *Dnmt3a*^*+/fl*^ *and Dnmt3a*^*+/+*^ *mice* with *Mx1*-Cre deleter on a C57BL6/J background were generated via in-house breeding. To achieve inducible hematopoietic-specific excision, 8–12-wk-old *Dnmt3a*^*+/fl*^:*Mx1-Cre* and littermate WT control mice received five IP injections of poly(I:C) (#tlrl-pic-5; InvivoGen) every other day. *Mx1*-Cre–driven recombination was validated by PCR using genomic DNA from peripheral blood mononuclear cells 2 wk after the last injection, at which point the BM was harvested and viably banked. To model experimental CH driven by *Dnmt3a* loss of function, BM cells from animals with either heterozygous loss of *Dnmt3a* (*Dnmt3a*^*+/Δ*^) or WT controls (*Dnmt3a*^+/+^) marked by CD45.2 were transplanted into lethally irradiated (10.5 Gy split dose) 6-wk-old congenic WT CD45.1 recipients (strain #002014; The Jackson Laboratory) through tail vein injection. Successful engraftment was confirmed by CD45.1/CD45.2 peripheral blood chimerism 2 mo after BMT. Mice of different genotypes were co-housed to control for possible cage effects. Animals received unique IDs for the purpose of blinding; investigators were unblinded after analyses were complete. Peripheral blood was collected by submandibular puncture. Complete blood counts were obtained using HESKA HT5 automated veterinary hematology analyzer. Both male and female recipients were used with equivalent results.

### CAC induction

CAC is induced in a 10-wk-long protocol. Successfully engrafted mice received a single dose of AOM (Cat# A4586, 10 mg/kg; Sigma-Aldrich) by IP injection. 1 wk later, DSS (AAJ6360622, MW ~40,000; Alfa Aesar) was provided in sterile drinking water at 3% (wt/vol) as the sole source of water during each of the three DSS treatment cycles with 2 wk of sterile drinking water between cycles. As the effect of DSS may vary between mouse strains, genders, and housing facilities, each lot was tested to determine the optimal DSS dosing. Body weights were monitored daily during DSS administration, and animals losing more than 25% body weight were euthanized as past humane endpoints approved by the Institutional Animal Care and Use Committee. Colon microbiota was normalized by mixing cage bedding of all experimental groups every other week to eliminate cage-to-cage variability. Since AOM is a systemic carcinogen, all animals were bled monthly to monitor for hematologic malignancies. Animals with hematopoietic disorders diagnosed by complete blood counts and flow cytometry analysis of peripheral blood mature lineages (Mayle et al., 2013) were excluded as potential confounders. At day 70, animals were bled and euthanized for comprehensive analysis. Flow cytometry data were collected on a 5-laser 16-parameter BD LSR Fortessa instrument and analyzed by FlowJo v10 using the antibody cocktail in Table 2.

**Table 2.** Antibodies used for flow cytometry analysis of peripheral blood mature lineages

Marker	Fluorophore	Per 100 μl	Clone	Manufacturer	Catalog #
CD45.1	PacBlue	0.5	A20	BioLegend	110722
CD45.2	APC	0.3	104	BioLegend	109814
B220 (CD45R)	FITC	0.3	RA3-6B2	BioLegend	103206
CD4	FITC	0.5	GK1.5	BioLegend	100406
CD8	FITC	0.5	53-6.7	BioLegend	100706
CD3	FITC	0.3	17A2	BioLegend	100706
C-KIT (CD117)	PE	0.5	2B8	BioLegend	105808
B220 (CD45R)	APC-Cy7	0.3	RA3-6B2	BioLegend	103224
CD11B	APC-Cy7	0.1	M1/70	BioLegend	101226

For in vivo axitinib treatment studies, axitinib (Cat. # S1005; SelleckChem) was diluted in 0.5% carboxymethylcellulose sodium salt to achieve 2.5 mg/ml suspension. Fully engrafted mice were administered 25 mg/kg axitinib three times/wk (Monday-Wednesday-Friday) by oral gavage throughout the duration of the CAC induction. For the analysis of axitinib’s impact on hematopoiesis, AOM was omitted to avoid its carcinogenic effect as a potential confounder.

### Colonoscopy in live animals

Colonoscopy was performed after second and third DSS cycles using the Tele Pack Vet X mini-endoscopic system (KARL STORZ Veterinary Endoscopy) equipped with a rigid 64301 AA Hopkins Straight Forward Telescope 0° with a 10-cm fiber optic light transmission as previously described (Becker et al., 2006; Lippert et al., 2009; Mottawea et al., 2016; Uronis et al., 2009). Briefly, mice were anesthetized with isoflurane and placed ventral side up on a heating pad. An endoscope was carefully inserted into the rectum up to 4 cm under visual control with slow air flow to keep the colon inflated, and withdrawn slowly while recording the localization and size of colon abnormalities. Colonoscopy videos were independently scored by two blinded investigators using MEICS (Fung and Putoczki, 2018) that combines five scoring criteria (colonic wall thickening [0–3], vascular pattern [0–3], fibrin formation [0–3], stool consistency [0–3], and tumor diameter [0–5], for a total score ranging 0–17).

### Tissue dissection and processing

Colons were dissected immediately after euthanasia. After washing out the feces with 2–3 ml sterile PBS, colons were laid on wet Whatman blotting paper and cut longitudinally. Tumors were counted and dimensions in millimeters were measured with digital calipers used to calculate tumor volume V = (Width^2^ × Length)/2. For histological analysis, each dissected colon was Swiss-rolled from the distal end.

### Immunohistochemistry

Swiss-rolled colons were fixed in 4% paraformaldehyde in sterile PBS for 24 h, transferred to 70% ethanol, and stored at 4°C. Paraffin embedding, sectioning, H&E staining, and Ki67 immunohistochemistry were performed at University of Florida Molecular Pathology Core. Briefly, 4-µm sections were deparaffinized and treated by Trilogy (REF:920P-06; CELL MARQUE) in a 95°C water bath for 25 min. Background Sniper (#BS966M; Biocare Medical) was applied for 15 min to reduce background. Sections were incubated with rat anti-mouse Ki67 (#M7249; 1:50, DAKO) for 60 min, followed by NB Rabbit anti Rat 1:200 for 30 min. The stain was visualized using Mach 2 Rabbit HRP polymer (# RHRP520L; Biocare Medical) and the 3,3'-diaminobenzidine) chromogen (#SK-4105; Vector Laboratories,) with modified Lillie-Mayer CAT hematoxylin counterstain (#CATHE-M; Biocare Medical). Slides were scanned using Keyence BZ-X800 microscope and VHX series software.

### Immunofluorescent staining

Swiss-rolled colons were fixed as described above, placed in a series of 10%−20%−30% sucrose solutions in PBS until sinking, and embedded in OCT compound (Cat# 23730571; Thermo Fisher Scientific). Frozen samples were cut into 12-µm-thick sections at −20°C, bound to positively charged microscope slides (Cat# SM2575; ASI) at room temperature (RT), and stored at −20°C. For immunofluorescent staining, slides were thawed at RT for 20–30 min and tissue permeabilized with 0.2% Triton-X 100 in PBS at RT for 10 min, and then thoroughly washed with PBS. After blocking with 10% donkey serum in PBS for 1 h, slides were incubated with goat anti-mouse CD31 primary antibodies (#AF3628; 1:100; R&D Systems) in blocking buffer overnight at 4°C and stained with secondary AlexaFluor633 donkey anti-goat antibodies (#A21082; 1:200; Invitrogen) for 1 h at RT, three washes with PBS after each incubation, and mounted with Prolong Gold Antifade with 4′,6-diamidino-2-phenylindole (DAPI; P36935; Invitrogen) as a counterstain for nuclei. Images were acquired with a Leica DMi8 confocal microscope equipped with a DFC7000 camera using a 20× HC PL Fluotar objective (Leica) using uniform settings across all slides. The LAS Navigator function was used to generate a merged image of the whole cross-section. All images were processed identically using Fiji/ImageJ (National Institutes of Health).

Tumor vascular density was quantified as CD31 (endothelial marker) staining area per mm^2^ of each tumor using ImageJ v1.53k. First, tumors were manually selected using the DAPI channel of the multiple-layer .lif files of the colon Swiss roll. Next, each tumor was cropped and tumor area (in mm^2^) was measured. To reduce background, uniform adjustments were made to the brightness, contrast, and threshold settings in the CD31 channel for all samples. The area of CD31 staining (in mm^2^) was measured and tumor vascularization was calculated as the ratio of CD31 area to tumor area.

### Measurement of intratumoral Vegf concentrations

Tumors excised from surrounding colon tissue were homogenized in 500 μl of 1% NP-40 lysis buffer (150 mM NaCl, 20 mM Tris HCl, pH 7.5) supplemented with protease and phosphatase inhibitors using 0.5 ml of 800 µm glass homogenization beads in screw-top blast microtubes placed in the Benchmark Bead Blaster 24 Microtube Homogenizer at 6 m/s for 30 s with 2-min breaks between the three cycles. Protein concentration in supernatants was quantified using BCA Protein Assay (Life Technologies). All samples were diluted to a uniform protein concentration of 4 mg/ml and submitted to Eve Technologies Corp. for Murine 31-plex cytokine and chemokine discovery arrays.

### Analysis of the stem/progenitor compartment in the BM

Fully engrafted animals administered with axitinib (or vehicle control) and three cycles of DSS were harvested on day 70. Peripheral blood was collected by a submandibular puncture. BM was isolated from long bones by spin-flush method. Red blood cells were depleted by incubating with ammonium-chloride-potassium lysis buffer (A1049201; Thermo Fisher Scientific) on ice for 15 min. Analysis of the donor-derived (CD45.2^+^) stem and progenitor cell populations was performed on single-cell suspensions by flow cytometry. LT-HSCs were defined as Lineage^−^Sca1^+^c-Kit^+^ (LSK) CD150^+^CD48^−^, granulocyte/macrophage progenitors–LSK CD16/32^+^CD34^+^, using the antibody cocktail in Table 3.

**Table 3.** Antibodies used for the flow cytometry analysis of the BM hematopoietic stem/progenitor compartment

Antigen	Clone	Fluorophore	Manufacturer	Catalog #
CD45.1	A20	PE/CY7	BioLegend	110730
CD45.2	104	AF700	BioLegend	109822
NK1.1	PK136	APC/Cy7	BioLegend	108724
CD11B	M1/70	APC/Cy7	BioLegend	101226
B220	RA3-6B2	APC/Cy7	BioLegend	103224
CD3	17A2	APC/Cy7	BioLegend	100222
GR1	RB6-8C5	APC/Cy7	BioLegend	108424
TER119	TER119	APC/Cy7	BioLegend	116223
CD19	6D5	APC/Cy7	BioLegend	115530
CD4	GK1.5	APC/Cy7	BioLegend	100414
CKIT	2B8	APC	BioLegend	105811
SCA1	D7	Biotin	BioLegend	108104
STREPTAVIDIN		Qdot605	BioLegend	405229
CD34	RAM34	FITC	Invitrogen	2003455
CD16/32	93	PerCP-Cy5.5	BioLegend	101324
CD150	TC15-12F12.2	PE	BioLegend	115904
CD48	HM48-1	PacBlue	BioLegend	103404

### Sample preparation for RNA extraction, sequencing, and analysis

After dissection, each colon tumor was submerged in 200 μl RNAlater (AM7021; Thermo Fisher Scientific) in 1.5-ml Eppendorf tube, flash-frozen in liquid nitrogen, and stored at −80°C. Tumor tissue was thawed on ice and transferred into a blaster tube containing 500 μl buffer RLTplus (1053393; Qiagen) and 200 μl glass beads (12621-148; VWR), then homogenized using BeadBlaster 24 Microtube Homogenizer (Benchmark) at 6 m/s for 30 s three times, with 2-min breaks for cooling. Total cellular RNA was isolated with RNeasy Microprep kit (74004; QIAGEN) and quality controlled on a 4150 TapeStation (Agilent). RNA samples with an RNA integrity number 7.0 or higher were picked for library preparation and sequencing. RNA was subjected to standard Illumina-based RNAseq library preparation and sequenced on an Illumina NovaSeq6000 using a paired-end 100 bp chemistry to an average depth of 49 million reads/sample. Input sequences were trimmed with Trimmomatic; quality control was performed before and after trimming using FastQC. Retained reads (>96%) were aligned to mouse reference transcriptome mm10/build 38 using STAR 2.7.3a; gene and transcript expressions (raw fragments per kilobase of transcript per million mapped fragments) were quantified using RSEM v1.2.31. From a transcript count matrix, differential gene expression was evaluated with DESeq2 using a log2 fold change cutoff of ±1 and a false discovery rate of 5% (Love et al., 2014). GSEA was conducted using the *fgsea* package in R. The volcano plot (Fig. 3 A) and heatmap (Fig. 3 C) were produced using the *EnhancedVolcano* and *pheatmap* R packages, respectively. All R code used to analyze RNA-seq data will be made publicly available at https://github.com/RobinsonTroy/CH_CAC_RNAseq.

### Statistical analysis

Sample size calculation was based on the primary endpoint: tumor burden (mm^3^). The number of animals was chosen to ensure 90% power with 5% alpha to detect a difference between groups of one standard deviation (SD) or larger based on variability and technical drop-out rate observed in pilot experiments. All grouped data are presented as mean ± SD. Statistical significance was determined by unpaired parametric Student’s *t* test and by non-parametric Mann–Whitney test after testing for normal distribution. For samples with significantly different variances, Welch’s correction was applied. Statistical analyses and visualization of the data were performed using Prism 9.0.2 (GraphPad Inc.). For pair-wise comparisons, P values ≤0.05 were considered significant.

### Rigor and reproducibility

For the entire study, both female and male animals were used to control for gender-specific effects. All experimental animals from different genotype groups were co-housed to mitigate potential cage effects. Other variables were kept consistent in all cages and experiments, such as microbiota and DSS quality. Animals developing hematologic malignancies were excluded from analysis as potential confounders. Blinding was achieved by assigning random codes to each animal and sample prior to analysis; investigators were unblinded after results had been recorded.

### Online supplementary material

Supplementary material (available online) includes supplementary figures and tables. Supplementary figures illustrate *Dnmt3a*^*+/Δ*^ and *Dnmt3a*^*+/+*^ BM engraftment and tumor infiltration by CH-derived myeloid cells (Fig. S1), intratumoral Vefg levels and effects of axitinib on tumor vascular density (Fig. S2) and on hematopoiesis (Fig. S3). Tables S1, S2, and S3 summarize RNA-seq data from colon tumors derived from three mice with *Dnmt3a*-CH and four WT-engrafted control animals, including normalized gene counts (Table S1), differentially expressed genes (Table S2), and enriched gene sets (Table S3).

## Supplementary Material

Table S1 shows normalized gene counts in colon tumors from *Dnmt3a*^*+/Δ*^-CH mice (*n* = 4) and *Dnmt3a*^*+/+*^-grafted controls (*n* = 3; RNA-seq). Click here for additional data file.

Table S2 shows differentially expressed genes in colon tumors from *Dnmt3a*^*+/Δ*^-CH mice vs. *Dnmt3a*^*+/+*^-grafted controls (fold change >2, P-adjusted < 0.05). Click here for additional data file.

Table S3 shows HALLMARK pathways (MSigDB) enriched among differentially expressed genes between colon tumors from *Dnmt3a*^*+/Δ*^-CH and *Dnmt3a*^*+/+*^-grafted control mice. Click here for additional data file.

## Data Availability

All data underlying Figs. 1, 2, and 4 are available in the published article and its online supplemental material. The data underlying Fig. 3 and Tables S1, S2, and S3 (RNA-seq) are openly available at the NCBI’s Gene Expression Omnibus under the accession number GSE213178.

How the deposited data were processed for this re-analysis (not part of the article)

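RNA from whole colon tumors of 7 mice was measured, 4 with *Dnmt3a*+/Δ BM and 3 with *Dnmt3a*+/+ BM, after azoxymethane and dextran sulfate sodium. The authors trimmed the reads with Trimmomatic, aligned them to mouse build 38 with STAR 2.7.3a and estimated counts per gene with RSEM v1.2.31; the annotation release is not named in the paper's text. The deposited values are those estimated counts: 100% of them are whole numbers, with no normalization, and 1 column per tumor. The paper's text describes DESeq2 with a log2 fold change threshold of 1 and a false discovery rate of 5%, and fgsea for gene sets. Each column was matched to a tumor by its name, which is also a column name of Table S1. No 2 tumors were duplicates: the closest pair, *Dnmt3a*+/+ replicate 1 and *Dnmt3a*+/Δ replicate 1, had a Spearman correlation of 0.984 across genes and still differed beyond sampling noise.

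From the counts, the groups were compared with edgeR 4.0.16 in R 4.3.3 (TMM library sizes, genes kept by filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, no covariate). The standard error given for a gene is the one implied by that test: its absolute log2 fold change divided by the square root of its F statistic. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Gene lists were tested with camera from limma 3.58.1, two-sided, with a preset correlation of 0.01. Mean log2 CPM of a list used a prior count of 2, and its difference between groups an exact permutation test over the 35 splits of 7 tumors, two-sided, with a smallest p of 0.0286. The 19 lists cover angiogenesis, Wnt/β-catenin, respiratory chain and ATP synthase, collagens, proliferation, interferon-stimulated genes, MHC class II, mitochondrial fatty acid oxidation, and 11 cell types (endothelial, fibroblast, smooth muscle, leukocyte, macrophage, neutrophil, T cell, B cell, erythroid, colon epithelium, enteric neuron and glia). They were written by hand, the first 2 after the HALLMARK sets of that name without the MSigDB file and checked against the set sizes and leading edges of Table S3, and no tested gene of any list had all tumors of a group at or under 3 counts. In addition, 7 Reactome sets shipped with fgsea 1.28.0 were tested through Entrez identifiers.

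Genes named in the text were set by rule: every gene the paper names for these tumors in its text or Fig. 3, the angiogenesis leading edge of Table S3, *Pecam1*, *Mki67*, members of the lists, and in each direction the 5 genes with the lowest adjusted p past both thresholds without overlap between groups. No gene met that last condition. The lists, tests, alternatives and this rule were fixed before the data were examined. Alternatives were DESeq2 1.42.0, other scalings and filters, robust dispersion, glmTreat, the adjusted p alone, the experiment as a covariate, the replicate number as a block, each tumor left out in turn, BMT18 alone, and fry, an estimated correlation or fgsea for the lists.

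The edgeR and DESeq2 steps were tested on simulated data with 200 of 15810 genes changed 4-fold or 8-fold, at the means and library sizes of these tumors. With the dispersion estimated for each gene by edgeR, edgeR recovered 126 of the 200 with 5 false calls, and DESeq2 recovered 162 with 83 false calls. With edgeR's dispersion trend instead, edgeR recovered 161 with 5 false calls, and DESeq2 recovered 172 with 43. With a dispersion of 0.05 for all genes, edgeR recovered 193 and DESeq2 194, each with 1 false call. In the same simulation, with independent errors, camera called a list of 40 genes raised 1.5-fold and did not call a list of 40 unchanged genes.

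Total counts ranged from 38472738 to 64314999 per tumor. Genes without a symbol held 0.104% of the counts. Genes of families that share reads (the MHC, globin, immunoglobulin and *Cphx* genes) rest on how RSEM divided those reads. The tables used from the supplement are the first 1999 of the 20484 genes of Table S1, and 296 genes of Table S2, so no overlap or enrichment was computed with them. The genes of each list were looked up in the leading edges of Table S3, of which the copy holds 12 of 28 only in part, so those counts are lower bounds. HALLMARK sets themselves, tumor counts, staining, drug treatment and patient data were not analysed here.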

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

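The tests of other splits of the tumors, of transcript length and GC content and of the leukocyte list were chosen only after the list results had been seen.

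Among the 4 *Dnmt3a*+/Δ tumors, replicate 2 stood far from the other 3 in 10 of 72 values examined, where chance gives about 3.6; no other tumor did. Its CPM was 11.7 for *Fgfr1*, 21.9 for *Flt1*, 10.0 for *Olr1*, 13.7 for *Skp2*, 104 for *Sox17*, 5.05 for *Vcan* and 9.31 for *Vegfb*, each the highest of the group. Its mean log2 CPM was 3.74 for collagens and 6.08 for the fibroblast list, again the highest, and 6.32 for mitochondrial fatty acid oxidation, the lowest. These values are not independent, since 1 tumor gives all of them and genes of a list move together. The tables argue against low depth, as the tumor had 40732271 counts, within the range of the others, and against a few genes taking most of the counts, as its 10 most abundant genes took 5.79%, the lowest share of the 7 tumors. It also lay at 1 end of the first principal component, which held 42.9% of the variance. Without it, DESeq2 called 171 genes in place of 302, the median log2 fold change of collagens was 0.32 in place of 1.10, and that of the fibroblast list was 0.22 in place of 1.09 (adjusted p = 0.133 from camera). More stroma in the piece taken and a biological difference of this tumor both stay open; neither was tested, and the labels give no size or stage for single tumors.

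MHC class II genes, which the paper's text does not discuss, were lower with *Dnmt3a*+/Δ BM. Of the 7, 5 are in the leading edge of the interferon gamma response set of Table S3, so the study's own sets hold part of this signal. The median log2 fold change of 7 genes was -1.78 (adjusted p = 2.8e-07 from camera; 4.0e-10 to 0.295 over the alternatives, those leaving out a tumor aside), with 7 of 7 genes lower. It was -1.94 with the experiment as a covariate and -1.78 after correction for transcript length and GC content, which argues against either as the whole cause. *Cd74*, the most abundant, was at 1518 ± 928 CPM (SD, n = 3) with *Dnmt3a*+/+ BM and 478 ± 437 CPM (SD, n = 4) with *Dnmt3a*+/Δ BM. The mean log2 CPM was 6.97, 7.23 and 8.39 in *Dnmt3a*+/+ replicates 1 to 3 and 7.11, 5.86, 5.34 and 3.20 in *Dnmt3a*+/Δ replicates 1 to 4 (exact permutation test, two-sided p = 0.0857). Chance stays open, because 7 of the 35 splits of the 7 tumors gave a p as small. Fewer leukocytes cannot be told apart from lower expression per cell, and whole tumors do not show which cells, epithelium included, gave this RNA. The leukocyte list moved the other way, by a median of 0.46, but its median was -0.014 without *Dnmt3a*+/Δ replicate 2. The gaps of the MHC class II list to the leukocyte, macrophage and B cell lists were -2.48, -2.63 and -3.76. Each gap was beyond the SD of both groups, yet the exact permutation p was 0.0857, 0.0571 and 0.0857 over 4 and 3 tumors. The T cell list had a median of -0.19. Reads of MHC genes can be shared between family members, which was not tested. Any effect of the graft's genotype on these genes therefore remains a hypothesis.

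The B cell list had a median log2 fold change of 1.76 (adjusted p = 0.0039 from camera; 3.4e-05 to 0.322 over the alternatives, those leaving out a tumor aside; 7 of 7 genes higher), outside what the paper discusses. It was 3.70 without *Dnmt3a*+/+ replicate 1 and 2.20 with the experiment as a covariate. Its most abundant gene, *Jchain*, was at 58.7 ± 91.3 CPM (SD, n = 4) with *Dnmt3a*+/Δ BM and 24.0 ± 38.9 (SD, n = 3) with *Dnmt3a*+/+ BM, a difference within the spread. The mean of the list did not separate the groups (exact permutation test, two-sided p = 0.2), and 7 of the 35 splits gave a p as small. The erythroid list had a median of 2.78 (adjusted p = 5.6e-04 from camera; 3.3e-04 to 0.322 over the same alternatives; 5 of 5 genes higher), and 1.61 without *Dnmt3a*+/Δ replicate 4. That shift lay in *Dnmt3a*+/Δ replicates 2 and 4, at a mean log2 CPM of 4.42 and 5.48, while the other 5 tumors were between 1.50 and 2.22. *Hbb-bs* was at 73.1 ± 72.5 CPM (SD, n = 4) against 22.7 ± 6.79 (SD, n = 3), and 12 of the 35 splits gave a p as small. Blood left in a dissected tumor may add globin RNA, and no table here tests it.

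The colon epithelium list was lower with *Dnmt3a*+/Δ BM, with a median log2 fold change of -0.58 (adjusted p = 2.5e-04 from camera; 1.4e-05 to 0.26 over the alternatives, those leaving out a tumor aside; 15 of 16 genes lower). With the experiment as a covariate it was -0.62, and with scaling by library size only -0.36. Of the 16 genes, 6 are in leading edges of Table S3. *Krt8*, its most abundant gene, was at 6009 ± 2439 CPM (SD, n = 4) with *Dnmt3a*+/Δ BM and 10303 ± 3972 CPM (SD, n = 3) with *Dnmt3a*+/+ BM. The mean of the list did not separate the groups (exact permutation test, two-sided p = 0.0857), and 5 of the 35 splits gave a p as small. The list mixes markers of differentiation with markers of all epithelium, so a lower share of epithelium and a change within it both stay open; the list alone cannot decide.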

How the results depend on the processing

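The number of genes called depended on the test. edgeR called 0 genes under each alternative run with it, namely other scalings, filters, robust dispersion, glmTreat, the adjusted p alone, the experiment as a covariate, the replicate block, BMT18 alone and each tumor left out (1744 genes at an unadjusted p under 0.05; from 883, without *Dnmt3a*+/+ replicate 2, to 2143, without *Dnmt3a*+/Δ replicate 1, across the 7 fits that each left out a tumor). DESeq2 called 302 genes, 245 higher and 57 lower. With genes of 5 counts or fewer removed before the adjustment, chosen after seeing the data, it called 300, 243 higher and 57 lower. In simulated data with the dispersion estimated for each gene by edgeR, DESeq2 recovered 162 of 200 changed genes with 83 false calls and edgeR 126 with 5. With edgeR's dispersion trend instead, DESeq2 recovered 172 with 43 false calls and edgeR 161 with 5. The number of false calls thus depends on the simulated dispersion, and which of the 302 calls are false was not tested. In other DESeq2 fits, also chosen after seeing the data, it called from 58 genes without *Dnmt3a*+/+ replicate 2 (54 of them among the 302) to 697 without *Dnmt3a*+/Δ replicate 1 (291 among the 302), 171 without *Dnmt3a*+/Δ replicate 2, 473 with the experiment as a covariate, and 322 in BMT18 alone, of which 123 were higher and 199 lower, against 245 and 57 with all tumors. Scaling by library size only moved the median log2 fold change of all genes to 0.21, and 1687 genes were then higher and 288 lower at an unadjusted p under 0.05, against 922 and 822 with TMM; upper-quartile scaling gave 1217 and 542.

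The replicate numbers do not pair the tumors: the correlation of deviations from the group means was 0.568, 0.0711 and -0.0377 for numbers 1 to 3. With the replicate block, edgeR called 0 genes (1885 at an unadjusted p under 0.05), 16 lists were past the threshold, and the T cell list had a median of 0.23.

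Of the 19 lists, 13 were past the threshold with camera, 14 with fgsea, 13 with scaling by library size, 15 with the experiment as a covariate, and from 11 to 16 with a tumor left out. Under fry and under an estimated correlation, 0 were. Both take the correlation between the genes of a list from these tumors, where camera presets 0.01. The estimate was 0.72 for the respiratory chain, 0.66 for proliferation and 0.31 for collagens. It was 0.21 for fatty acid oxidation, 0.12 for angiogenesis and 0.04 for Wnt/β-catenin. The medians under fry and the estimated correlation are those of camera: 0.39, 0.29, -0.38, 1.10, 0.38 and -0.35 for angiogenesis, Wnt/β-catenin, respiratory chain, collagens, proliferation and fatty acid oxidation, with adjusted p of 0.309, 0.079, 0.286, 0.287, 0.309 and 0.079 under fry and 0.381, 0.26, 0.381, 0.322, 0.41 and 0.26 under the estimated correlation. With scaling by library size only, where the median of all genes was 0.21, the medians were 0.62, 0.50, -0.17, 1.33, 0.61 and -0.15. With each tumor left out, the angiogenesis median went from 0.23 to 0.65 and was not past the threshold without *Dnmt3a*+/+ replicate 2 (0.26) or *Dnmt3a*+/Δ replicate 2 (0.23). The proliferation median went from 0.19, without *Dnmt3a*+/+ replicate 1 and not past the threshold, to 0.60. The other 4 of these lists stayed past it: Wnt/β-catenin from 0.21 to 0.43, the respiratory chain from -0.55 to -0.24, collagens from 0.32 to 1.36, and fatty acid oxidation from -0.41 to -0.27. Fewer tumors were fitted in each case, and the cause was otherwise not tested.

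Changes of direction occurred in 4 lists that were not past the threshold with all 7 tumors. Smooth muscle went from -0.53 to 0.53 with a tumor left out (-0.51 without *Dnmt3a*+/+ replicate 3 and 0.53 without *Dnmt3a*+/+ replicate 1, both past the threshold) and was -0.13 after correction for transcript length and GC content, chosen after seeing the data. *Dnmt3a*+/+ replicate 3 had a mean log2 CPM of 0.05 for that list, against 4.24 to 6.59 in the other 6 tumors. Leukocyte went from -0.014 without *Dnmt3a*+/Δ replicate 2 to 0.67. Neutrophil went from -0.31 to 0.00684 with a tumor left out and was 0.11 with library size only. T cell went from -0.61 to 0.19, and was 0.10 with library size only and 0.19 with genes of at least 10 counts in every tumor. The cause was not tested. Of the 51 named genes tested, *Mki67* changed sign, from -0.12 without *Dnmt3a*+/+ replicate 1 to 0.76 without *Dnmt3a*+/+ replicate 3, and *Vegfa* was 0.062 with library size only. For the named genes, 22 values changed under DESeq2, all from not called by adjusted p to an adjusted p under 0.05, and 588 kept their direction and side of the threshold.

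Thinning *Dnmt3a*+/+ replicate 2 from 64314999 to 40087551 counts gave 299 DESeq2 calls, 294 shared with the 302, so the higher depth of that library did not make the number of calls. *Hey2* and *Prg2* had too few counts to be tested at this depth.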

Differences from the paper's values

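The paper reports 297 differentially expressed genes, 241 higher and 56 lower. edgeR called 0, 0 higher and 0 lower, with 1744 at an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2, the test the paper's methods name, gave 302 genes, 245 higher and 57 lower; the others, all run with edgeR, gave 0 and did not close the gap. Several DESeq2 settings were run after the paper's count had been seen, and all of them are listed here. Removing genes of 5 counts or fewer before the adjustment gave 300, 243 higher and 57 lower. Setting independent filtering for 0.05 gave 299, 243 higher and 56 lower. No independent filtering gave 252, 207 higher and 45 lower. Fitting genes with at least 5, 6, 7, 8 or 10 counts over the 7 tumors gave 299, 312, 312, 308 and 306. The adjusted p alone gave 346, 1 library thinned gave 299, the experiment as a covariate gave 473 and BMT18 alone gave 322. With 1 tumor left out, DESeq2 gave 231, 58 and 444 without *Dnmt3a*+/+ replicates 1 to 3 and 697, 171, 201 and 263 without *Dnmt3a*+/Δ replicates 1 to 4. None of these settings gave 297. The log2 fold changes of DESeq2 were within 4.99e-06 of those of Table S2 over its 296 listed genes, and its adjusted p within a ratio of 1.02, or 1.003 with genes of 5 counts or fewer removed.

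The paper's text states that the 3 Vegf receptors were not differentially expressed. The copy of its Table S2 lists *Flt1* and *Kdr*, and DESeq2 gave them an adjusted p of 0.023 and 0.032 with log2 fold changes of 2.36 and 1.91; for *Flt4* it was 0.081. edgeR called none of the 3. The paper's description of its supplement exchanges the sizes of the groups; its table legends and the data have 4 tumors with *Dnmt3a*+/Δ BM and 3 with *Dnmt3a*+/+ BM.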

Other observations

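The tests of other splits, of transcript length and GC content, and of cell types were chosen after the results they bear on had been seen, apart from the split test of the edgeR count, the thinning of 1 library and the split test after the length and GC correction.

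Each of the 35 splits of the 7 tumors into groups of 4 and 3 was fitted. The 0 calls of edgeR are reached by all 35 by construction (the highest had 5), so that count decides nothing about grouping by chance; 6 gave at least 1744 genes at an unadjusted p under 0.05. With DESeq2, 5 of the 35 splits gave at least 302 calls, the real one included, up to 1027, with a median of 11. One of these, with 313 calls, parts the tumors by transplantation experiment; with the experiment as a covariate, 295 of the 302 genes were still called, which argues against a difference between experiments as the cause of the 302 calls. The number of lists past the threshold was at least 13 in 10 of the 35 splits. Since both shares are above 0.05, grouping by chance stays open for the DESeq2 calls and for the number of lists. The 299 calls after thinning argue against the depth of *Dnmt3a*+/+ replicate 2 as the cause of the DESeq2 count. Whether the genotype effect differed between the experiments stays open: BMT8 has 1 *Dnmt3a*+/+ tumor, so an interaction test (0 of 15810 genes past the adjusted threshold, 730 at an unadjusted p under 0.05) had 3 residual degrees of freedom and decides nothing.

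For the lists, the number of splits with a camera p as small as the real one was 13 for angiogenesis, 7 for the respiratory chain, 8 for collagens, 12 for proliferation, 18 for interferon-stimulated genes (median -0.61, adjusted p = 6.3e-08 from camera, 34 of 37 genes lower, 22 of the 37 in leading edges of Table S3; -0.37 with library size only and -0.09 without *Dnmt3a*+/+ replicate 3) and 3 for the endothelial list. For Wnt/β-catenin and for mitochondrial fatty acid oxidation it was 1, the real split alone, both before and after correction for length and GC content. Ranked by the size of the median instead, 2 splits were as large for Wnt/β-catenin and 1 for fatty acid oxidation. Of 19 lists, 0.543 would reach a count of 1 by chance, and 2 did. Camera gave an unadjusted p under 0.05 in 27 of the 35 splits for the respiratory chain, 30 for collagens and 27 for proliferation. It did so in 18 for angiogenesis, 14 for Wnt/β-catenin and 18 for fatty acid oxidation. A camera p under 0.05 was therefore common whatever the grouping. The Wnt/β-catenin list was checked against the paper's leading edge from these tumors, and 16 of its 38 genes are named by the paper, so its split count is not independent evidence. The Reactome set of TCF-dependent Wnt signaling, a larger set of 154 tested genes, had an adjusted p of 0.406 from camera, which does not exclude a rise of the list. Of the other Reactome sets, signaling by VEGF had a median of -0.03 (adjusted p = 0.959 from camera). Interferon alpha beta signaling had one of 0.08 (adjusted p = 0.896 from camera), unlike the list of interferon-stimulated genes. Only 12 of the 27 genes of that Reactome set were tested, against 37 in the list, so the contrast decides little. Of the 18 fatty acid oxidation genes, 14 are in leading edges of Table S3, of which 12 of 28 are held only in part, and the paper itself reports lower fatty acid metabolism in these tumors, so the split count of that list is not independent evidence either; fry gave it an adjusted p of 0.079.

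Transcript length and GC content explained 4.19% of the variance of the gene statistics. After their removal the median log2 fold change was 0.12 for Wnt/β-catenin (0.29 before), -0.35 for fatty acid oxidation, -0.34 for the respiratory chain and 1.64 for the endothelial list, each still past the threshold with camera, so the length and GC trend is not the whole cause of these shifts.

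A lower share of epithelium would raise all other cell types alike. The endothelial list rose by a median of 1.72, the fibroblast list by 1.09 (adjusted p = 0.0024 from camera, 0.133 without *Dnmt3a*+/Δ replicate 2) and the macrophage list by 0.80 (adjusted p = 0.068), while the neutrophil list was at -0.09 (adjusted p = 0.484) and the T cell list at -0.19 (adjusted p = 0.919) (0.11 and 0.10 with scaling by library size only, both below the 0.21 by which that scaling moved the median of all genes). Smooth muscle was at 0.06 (adjusted p = 0.198), leukocyte at 0.46 (adjusted p = 0.149) and enteric neuron and glia at 0.57 (adjusted p = 0.062). Single tumors moved these lists: without *Dnmt3a*+/Δ replicate 2 the fibroblast median was 0.22, the macrophage median 0.08 and the leukocyte median -0.014, and without *Dnmt3a*+/+ replicate 1 the median of enteric neuron and glia was 1.24. The macrophage list passed the threshold without *Dnmt3a*+/Δ replicate 3 or 4, with the experiment as a covariate (adjusted p = 0.044), with fgsea (0.045) and after the length and GC correction (0.02). The leukocyte list passed it without *Dnmt3a*+/+ replicate 1 or *Dnmt3a*+/Δ replicate 4 and after that correction (0.035), and enteric neuron and glia without *Dnmt3a*+/+ replicate 1 or 2 or *Dnmt3a*+/Δ replicate 4 and with the covariate (0.022). With the replicate block, macrophage (adjusted p = 0.0051 from camera), leukocyte (0.0072) and enteric neuron and glia (0.039) also passed it, though the replicate numbers do not pair the tumors. The mean of the endothelial list rose by more than that of another list, beyond the SD of both groups, in 6 of 9 comparisons, among them fibroblast (a gap of 0.92, exact permutation p = 0.0571) and neutrophil (1.81, p = 0.0571), but not for smooth muscle, B cell and erythroid. Against the median of the 9 lists together the gap was 1.06 (SD 0.65 and 0.72 in the 2 groups, exact permutation p = 0.143), and against their mean 0.96 (SD 1.01 and 0.75, p = 0.2). These gaps lean away from a lower share of epithelium as the whole cause, but other splits of the tumors gave gaps as large too often to exclude it, so a lower share of epithelium and a rise of endothelial transcripts cannot be told apart with 4 and 3 tumors. The paper's CD31 staining was not analysed here.

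The tumors of the 2 experiments also differed in sex-linked transcripts. *Xist* had 1, 1, 8 and 2 counts in the 4 tumors of BMT18 and 6298, 8614 and 9787 in the 3 of BMT8. *Ddx3y*, on the Y chromosome, had from 1469 to 2595 counts in BMT18, and 48, 25 and 0 in *Dnmt3a*+/+ replicate 3 and *Dnmt3a*+/Δ replicates 3 and 4 of BMT8. Both genotypes occur in both experiments, so sex-linked transcripts and the experiment cannot be told apart, while neither coincides with the genotype.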
